# Role of PATJ in stroke prognosis by modulating endothelial to mesenchymal transition through the Hippo/Notch/PI3K axis

**DOI:** 10.1038/s41420-024-01857-z

**Published:** 2024-02-17

**Authors:** Aina Medina-Dols, Guillem Cañellas, Toni Capó, Montse Solé, Marina Mola-Caminal, Natalia Cullell, Marina Jaume, Laura Nadal-Salas, Jaume Llinàs, Lluis Gómez, Silvia Tur, Carmen Jiménez, Rosa M. Díaz, Caty Carrera, Elena Muiño, Cristina Gallego-Fabrega, Carolina Soriano-Tárraga, Laura Ruiz-Guerra, Josep Pol-Fuster, Víctor Asensio, Josep Muncunill, Aarne Fleischer, Amanda Iglesias, Eva Giralt-Steinhauer, Uxue Lazcano, Isabel Fernández-Pérez, Joan Jiménez-Balado, Marina Gabriel-Salazar, Miguel Garcia-Gabilondo, Ting Lei, Nuria-Paz Torres-Aguila, Jara Cárcel-Márquez, Jerònia Lladó, Gabriel Olmos, Anna Rosell, Joan Montaner, Anna M. Planas, Raquel Rabionet, Mar Hernández-Guillamon, Jordi Jiménez-Conde, Israel Fernández-Cadenas, Cristòfol Vives-Bauzá

**Keywords:** Mechanisms of disease, Blood-brain barrier, Epithelial-mesenchymal transition

## Abstract

Through GWAS studies we identified *PATJ* associated with functional outcome after ischemic stroke (IS). The aim of this study was to determine PATJ role in brain endothelial cells (ECs) in the context of stroke outcome. *PATJ* expression analyses in patient’s blood revealed that: (i) the risk allele of rs76221407 induces higher expression of *PATJ*, (ii) *PATJ* is downregulated 24 h after IS, and (iii) its expression is significantly lower in those patients with functional independence, measured at 3 months with the modified Rankin scale ((mRS) ≤2), compared to those patients with marked disability (mRS = 4–5). In mice brains, *PATJ* was also downregulated in the injured hemisphere at 48 h after ischemia. Oxygen-glucose deprivation and hypoxia-dependent of Hypoxia Inducible Factor-1α also caused PATJ depletion in ECs. To study the effects of *PATJ* downregulation, we generated *PATJ*-knockdown human microvascular ECs. Their transcriptomic profile evidenced a complex cell reprogramming involving Notch, TGF-ß, PI3K/Akt, and Hippo signaling that translates in morphological and functional changes compatible with endothelial to mesenchymal transition (EndMT). PATJ depletion caused loss of cell-cell adhesion, upregulation of metalloproteases, actin cytoskeleton remodeling, cytoplasmic accumulation of the signal transducer C-terminal transmembrane Mucin 1 (MUC1-C) and downregulation of Notch and Hippo signaling. The EndMT phenotype of PATJ-depleted cells was associated with the nuclear recruitment of MUC1-C, YAP/TAZ, β-catenin, and ZEB1. Our results suggest that *PATJ* downregulation 24 h after IS promotes EndMT, an initial step prior to secondary activation of a pro-angiogenic program. This effect is associated with functional independence suggesting that activation of EndMT shortly after stroke onset is beneficial for stroke recovery.

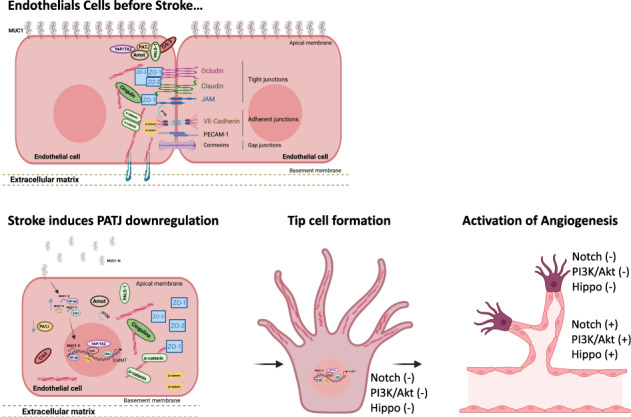

## Introduction

Stroke is a leading cause of long-term disability worldwide with substantial economic costs derived from patient care and treatment [1]. Hence, there is an urge for finding novel therapies to treat disability associated to stroke. This is the main reason why intensive research has focused on the discovery of key molecules involved in the functional prognosis of patients after stroke. By conducting a multicohort genome-wide association study (GWAS) metanalysis we identified *PATJ* low frequency variant rs76221407 (G allele) associated with worse functional outcome at three months after ischemic stroke (IS) [2]. PALS-1-associated tight junction protein (PATJ) is a scaffold protein constituent of the apicobasal polarity complex Crumbs, together with Crumbs3 (CRB3) and protein associated with LIN7 (PALS1) [3]. The Crumbs complex is localized in the most apical tip of the lateral membrane in epithelial cells, above the tight junctions (TJs) [4] and regulates epithelial polarity [5, 6], TJs formation and maintenance [7–9], apical domain identity and growth [10], cell migration [11, 12], actin organization and regulation of the Hippo pathway [3, 12–14]^,^. PATJ contains ten PDZ domains through which it mediates interaction with other proteins, as the components of the TJs *zonula occludens* 1 (ZO-1) and claudin-11 [15], or the proteins angiomotin (AMOT) [16, 17] and KIBRA [18], which link the Crumbs complex to the Hippo pathway [3].

The aims of this study were to disentangle the role of *PATJ* gene in stroke recovery, understanding how stroke affects *PATJ* expression depending on genetic variants, how this expression is related to stroke prognosis and which molecular mechanisms are involved in this process.

## Results

### *PATJ* downregulates after IS and lower expression levels associate with functional independence. The risk allele G of rs76221407 confers higher *PATJ* mRNA expression

We first determined in leukocytes how *PATJ* mRNA levels are modulated at 24 hours (h) after IS. 50 IS patients from the GODS cohort [2] were grouped depending on their 3-months mRS scores. Functional independent patients (mRS ≤ 0–2, (*n* = 25)) were compared with patients with marked disability (mRS ≥ 4, (*n* = 25)). *PATJ* mRNA levels decay after 24 h post-IS, but this depletion is significantly more pronounced on those patients with good functional outcome (Fig. 1A).

**Fig. 1:**
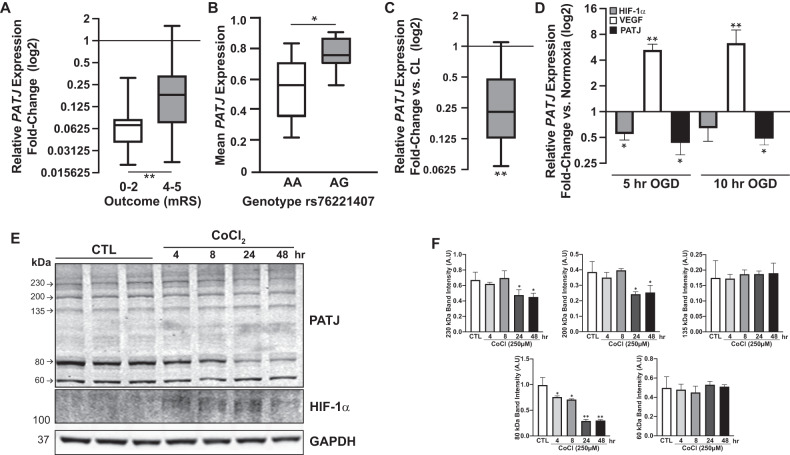
PATJ downregulation after IS associates with favorable functional outcome at 3 months. PATJ mRNA expression determined by RT-PCR (**A**, **C**, **D**) and by array-based gene expression (**B**). **A** Lower PATJ mRNA expression in peripheral blood extracted 24 h after IS in patients with functional independence (mRS < 3, *n* = 25) compared with patients with marked disability (mRS > 3, *n* = 25). *p < 0.05 as compared to mRS > 3 (Student’s t-test). **B** The G risk allele of rs76221407 SNP of *PATJ* gene confers higher expression in peripheral blood. *p < 0.05 as compared to the AA genotype (Student’s t-test). **C** *Patj* expression significantly decay in the ischemic region of mice brain subjected to 1 h transient middle cerebral artery occlusion. *Patj* mRNA levels were compared between the ipsilateral ischemic region (IL) and the contralateral CTL region (CL) of cortical brain homogenates, measured at 48 h after reperfusion. **p < 0.01 as compared to CL region (Paired t-test). **D** Oxygen-glucose deprivation (OGD) for 5 and 10 h induces *PATJ* downregulation in hCMEC/D3 ECs. **p < 0.01; *p < 0.05 as compared to normoxia (Student’s t-test). **E** PATJ steady-state levels significantly decrease in ECs subjected to HIF-1α-dependent chemical hypoxia. Depletion of the 80 kDa specie of PATJ observed after 4 h incubation with cobalt chloride (CoCl_2_). Prolonged incubation for 24 and 48 h accounted for depletion of the 230 and 200 kDa species. GAPDH was used as loading control. **F** Relative quantification of the integrated band intensities of three different WBs. Bars represent mean intensity ± SD. *p < 0.05; **p < 0.01 as compared to CTL cells (ANOVA followed by Bonferroni’s test).

We next checked whether the risk allele G of SNP rs76221407 influence gene expression. For that purpose, we used the retrospective cohort GRECOS [19] of 77 healthy controls. Due to the low frequency of the SNP rs76221407, estimated to be 0.065 (1000Genomes), only five individuals presented heterozygosis (AG genotype), while the other 72 were homozygous (AA genotype). We found that the carriers of the G allele at rs76221407 had significantly higher expression of *PATJ* mRNA in blood (Fig. 1B).

*Patj* expression was also determined in brain homogenates from mice (*n* = 7) subjected to 1 h transient focal ischemia. 48 h after reperfusion, *Patj* mRNA levels significantly decreased by 4-fold in the ipsilateral ischemic region (IL) once compared to its contralateral control (CL) (Fig. 1C).

These results demonstrate that *PATJ* is downregulated both in blood and brain after IS and suggest that *PATJ* depletion in response to IS could be beneficial, since patients with protective mRS scores have lower *PATJ* expression levels. Moreover, individuals harboring the risk G allele at rs76221407 present higher *PATJ* expression.

### In human brain ECs PATJ depletion is mediated by the stabilization of hypoxia inducible factor-1α (HIF-1α)

To further characterize *PATJ* expression in response to hypoxia, human brain microvascular ECs (hCMEC/D3) were exposed to oxygen-glucose deprivation (OGD). OGD treatment significantly decreased *PATJ* expression by 2-fold after 5- and 10-h incubation (Fig. 1D). Vascular endothelial growth factor (VEGF), a target gene of HIF-1α, increased more than 4-fold, meanwhile HIF-1α mRNA levels decreased, as described elsewhere [20]. To explore whether *PATJ* expression is HIF-1α-dependent, ECs were subjected to chemical hypoxia by incubation with the hydroxylase inhibitor cobalt chloride (CoCl_2_, 150 µM) for 4, 8, 24, and 48 h. PATJ expression was studied by western-blot (WB). Five main PATJ species (230, 200, 135, 80, and 60 kDa) were identified in hCMEC/D3 cells using the PATJ antibody against the 800-1000 domain [21]. After 4- and 8-h of HIF-1α stabilization, the only PATJ species downregulated was the 80 kDa, but prolonged (24 and 48 h) CoCl_2_ incubation also translated in depletion of the PATJ higher molecular mass species of 230, and 200 kDa (Fig. 1E, F).

### *PATJ* knockdown (KD) causes loss of polarity and disruption of TJs in hCMEC/D3 cells

To deeper study the molecular events underlying *PATJ* downregulation in response to IS, we generated hCMEC/D3 stably depleted of *PATJ* using lentiviral particles harboring shRNA against *PATJ*. Several clones were generated (Suppl. Figure 1A), three of which were selected for further analysis due to a progressive depletion of the PATJ species (Fig. 2A). *PATJ* KD1 clone only downregulated the 135 kDa (−10.2% ± 1.5) and the 80 kDa species (−64.4% ± 1), *PATJ* KD2 had depleted the 230 kDa (−17% ± 2), 135 kDa (−49.6% ± 3) and the 80 kDa (−83.9% ± 1.5) species, and *PATJ* KD3 was the only clone with depletion of all five PATJ species (230 kDa (−94.5% ± 2), 200 (−66.7% ± 3), 135 (−42.6% ± 4), 80 (−79.7 ± 0.7), and 60 kDa (−92.6% ± 1.6) (Fig. 2B).

**Fig. 2:**
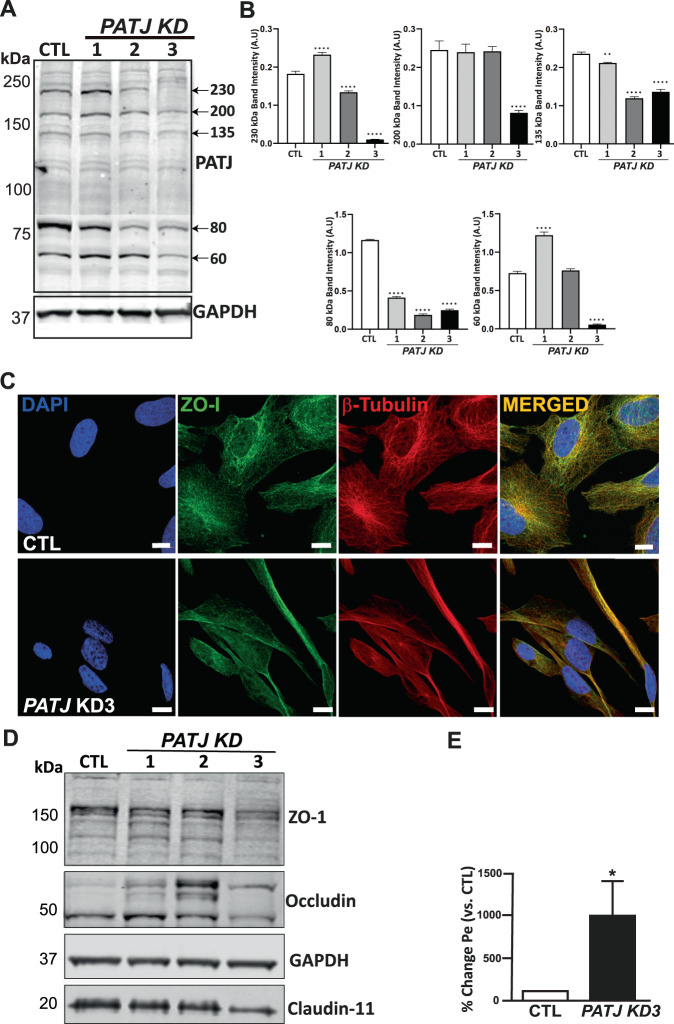
PATJ depletion in human brain microvascular endothelial cells (hCMEC/D3) causes the loss of tight junctions and confers a dramatic morphological change. **A** WB showing PATJ expression in three clones. Five main species were identified (230, 200, 135, 80, and 60 kDa). GAPDH was used as loading control. **B** Relative quantification of the integrated band intensities of three different WBs for PATJ species. Bars represent mean intensity ± SD. *p < 0.05; **p < 0.01; ***p < 0.005 and ****p < 0.0001 as compared to CTL cells (ANOVA followed by Bonferroni’s test). **C** *PATJ* KD3 cells lost their cell-cell interactions, as evidenced by immunofluorescence against the TJs protein *zonula occludens* 1 (ZO-1). **D** Differential expression of TJs proteins in the three *PATJ* KD cells. WB analyses showed that the loss of TJs in *PATJ* KD3 was due to the depletion of its constituent proteins ZO-1, occludin, and claudin-11. The two intermediate *PATJ* KD clones (KD1 and KD2) had different immunoreactive bands for occludin and ZO-1 than CTLs. **E** Transwell permeabilization assay evidenced a complete loss of permeability of the *PATJ* KD3 cells. *p < 0.05 as compared to CTLs (Student’s t-test).

Since PATJ contributes to TJs formation [5, 21–23], we first determined whether *PATJ* KD affected TJs in hCMEC/D3 cells. Immunofluorescence assay for the TJ marker zonula occludens-1 (ZO-1) revealed complete disappearance of ZO-1 staining at cell-cell contacts in *PATJ* KD3 clone (Fig. 2C). Loss of TJs in this clone correlated with downregulation of ZO-1, occludin, and claudin-11 (Fig. 2D). Interestingly, the two intermediate *PATJ* KD clones (KD1 and KD2) presented different immunoreactivity patterns than CTL cells for ZO-1 and occludin, with higher molecular species of occludin and lower species at ZO-1 (Fig. 2C). TJs disruption in *PATJ* KD3 cells was further confirmed with a permeability assay that exhibited one thousand times higher permeability to the Dextran tracer than CTL (Fig. 2E). Potentially higher sensibility of *PATJ* KD cells to tracer toxicity or reduced general cell survival due to PATJ depletion were discarded since EC viability, determined by MTT assay, demonstrated no differences between *PATJ* KD3 and CTLs (Suppl. Figure 1B).

### *PATJ* knockdown leads to downregulation of the Notch, PI3K/Akt, and Hippo pathways and translates into endothelial to mesenchymal transition

We noted that hCMEC/D3 cell morphology changed drastically due to *PATJ* KD, making the cells more elongated and spindle-like (Fig. 2C). This fact prompted us to hypothesize that *PATJ* depletion could induce a severe transcriptome reprogramming. 

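RNA of hCMEC/D3, an established line of human brain microvascular endothelial cells, was hybridised to 8 Clariom S arrays, 4 of CTL cells and 4 of PATJ KD clones, with 1 array for each of the clones KD1, KD2, KD3 and KD4. The CTL cells carried a scramble shRNA according to the methods and are called mock in the sample labels. PATJ, the targeted gene, which encodes a scaffold protein of the Crumbs polarity complex, was read by 1 probe set, at 6.76, 6.88, 6.77 and 6.67 (log2) in CTL1 to CTL4 and at 6.66, 6.68, 7.01 and 6.76 in KD1 to KD4. Its log2 fold change was 0.01 (standard error 0.10, 95% confidence interval -0.21 to 0.23, adjusted p = 0.99 from limma), and the lower bound corresponds to 86.3% of the CTL level. The PATJ probe set was thus not lower in the arrays labelled PATJ KD, and every direction is given between groups named by these labels. By western blot the paper reports lower levels of PATJ species in KD1, KD2 and KD3 (Fig. 2A, B). Where the probes lie relative to the shRNA targets and to the transcripts behind these species is not known here. The methods name a TurboGFP reporter in the lentiviral particles, and among the array's own reporter controls 1 human probe set, whose reporter the files do not name, read 11.21 ± 0.44 in the arrays labelled PATJ KD and 4.07 ± 0.25 in the CTL arrays (SD, n = 4 each). The deposited values are log2 expression levels per probe set, which the methods describe as normalized by the SST-RMA algorithm in Transcriptome Analysis Console and the submitters' processing notes as made with oligo and RMA, with no version. They were used as deposited, with no further normalization. Of the 27189 entries of the table, 21448 probe sets were tested and 5741 control or number-only entries were not. Of the tested probe sets, 17709 carry 1 gene symbol, 0 carry several and 3739 are unnamed here. limma was fitted with the group as the only term. A probe set passed the thresholds of the study at a fold change of at least 2 either way and a Bonferroni-adjusted p under 0.05, and a single gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all probe sets tested. Nothing states that the CTL arrays came from separate cultures, so p-values measure only the spread between these samples, which may be technical. The number of arrays limits the precision: in simulated data with the same arrays per group, 82.1% of changes of 1 on the log2 scale and 25.4% of changes of 0.5 were called.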

Gene expression profiles, determined through the microarray platform, detected 341 differentially expressed genes identified through fold-change (FC) and P-value filtering adjusted using Bonferroni correction (FC ≥ 2 or FC ≤ −2 and P_adjusted_ < 0.05). 

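The clone KD3 stood far from the CTL arrays and from the other clones. In KD3, 640 probe sets were at least 2-fold higher and 579 at least 2-fold lower than the mean of the CTL arrays, against a total of 262 in KD1, 245 in KD2 and 280 in KD4. Each CTL array, set against the mean of the other 3, had 6 to 9 such probe sets, apart from CTL2 with 40. In KD3, TNFAIP6, which encodes a hyaluronan-binding protein, was higher than the CTL mean by 7.78 and the chemokine gene CCL20 by 7.42 on the log2 scale. SEMA3A, which encodes a guidance molecule, differed by -5.77 and FLI1, an endothelial transcription factor, by -4.55. These 4 genes were chosen after their values were seen, and FLI1 not by size alone, since genes such as ARHGDIB, GRB14 and TOX fell further. FLI1 also lay below all CTL arrays in the other clones, at 9.11 to 9.47 against 9.83 to 9.97. In all 4 clones alike, 11 probe sets were at least 2-fold higher and 42 at least 2-fold lower, where independent lists of the clones' sizes would share 9.2e-05 and 0.00018. Simulated unchanged clones set against the same CTL arrays shared at most 1 in 100 draws. Their spread was that of the CTL arrays, without any spread between clones. With the CTL arrays split, so that KD1 and KD2 were set against CTL1 and CTL2 and KD3 and KD4 against CTL3 and CTL4, 10 were higher and 39 lower in all 4, and with CTL1 and CTL2 exchanged for CTL3 and CTL4, 9 and 41. Over all probe sets tested, KD3 correlated with the other 7 arrays at Pearson's r of 0.960 to 0.964, and these 7 with one another at 0.986 to 0.996. Average linkage on these correlations, split into 2 clusters, put KD3 alone on one side, so that 5 of the 8 arrays lay on the side of their group. Without KD3, a choice made after seeing the data, all 7 remaining arrays lay on the side of their group. With 1 array per clone no difference between clones could be tested.

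**Figure D1:**
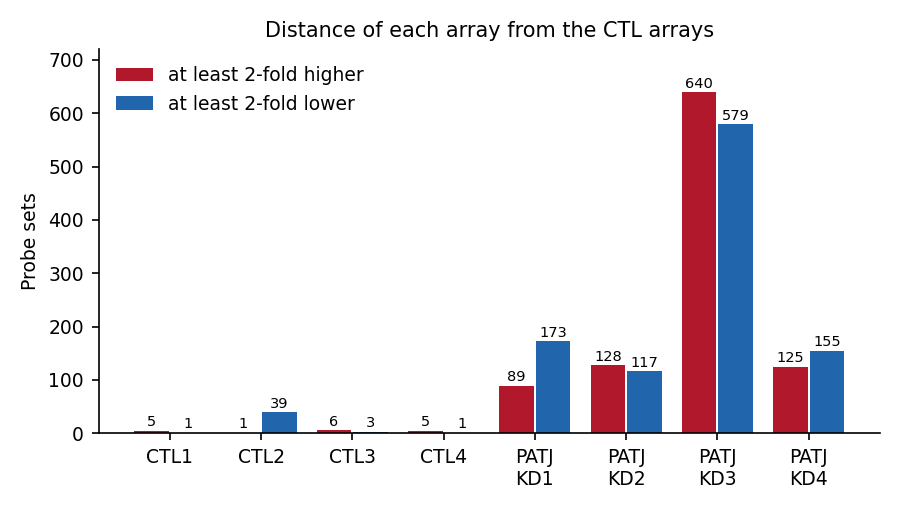
Number of probe sets (vertical axis) at least 2-fold higher or lower in each array than the mean of the 4 CTL arrays, or, for a CTL array, than the mean of the other 3. The bars of KD3 reach 640 and 579, and no other array exceeds 173 in either direction.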

Cluster analysis is shown in Fig. 3A. 

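In the arrays labelled PATJ KD, more probe sets were lower than higher: 22 fell and 3 rose at the thresholds of the study, of which 24 in total carry a gene symbol. Among these, the largest decrease was that of ITM2A, which encodes a membrane protein, with a log2 fold change of -4.95 (standard error 0.28). MGP, which encodes matrix Gla protein, an inhibitor of calcification, had -4.20 (standard error 0.24) and the noncoding host gene MIR99AHG -3.27 (standard error 0.24). The homeobox genes HOXC10 and HOXC9 had log2 fold changes of -3.12 and -3.01, the transcription factor gene RUNX3 -2.92 and ROBO1, which encodes a guidance receptor, -2.89. The lipase gene LIPH, with 1.99, the microtubule-associated MID2, with 1.59, and NAP1L5, with 1.39, were the 3 that rose. At a Benjamini-Hochberg adjusted p under 0.05 with no fold threshold, 35 probe sets rose and 86 fell. In all 121 of these, every array labelled PATJ KD lay beyond every CTL array, as did 6.78% of all probe sets tested, against 2.86% by chance. At a fold change of at least 2 and an adjusted p under 0.05 by Benjamini-Hochberg, 13 rose and 49 fell, and with the unadjusted p in its place 64 and 113 passed.

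**Figure D2:**
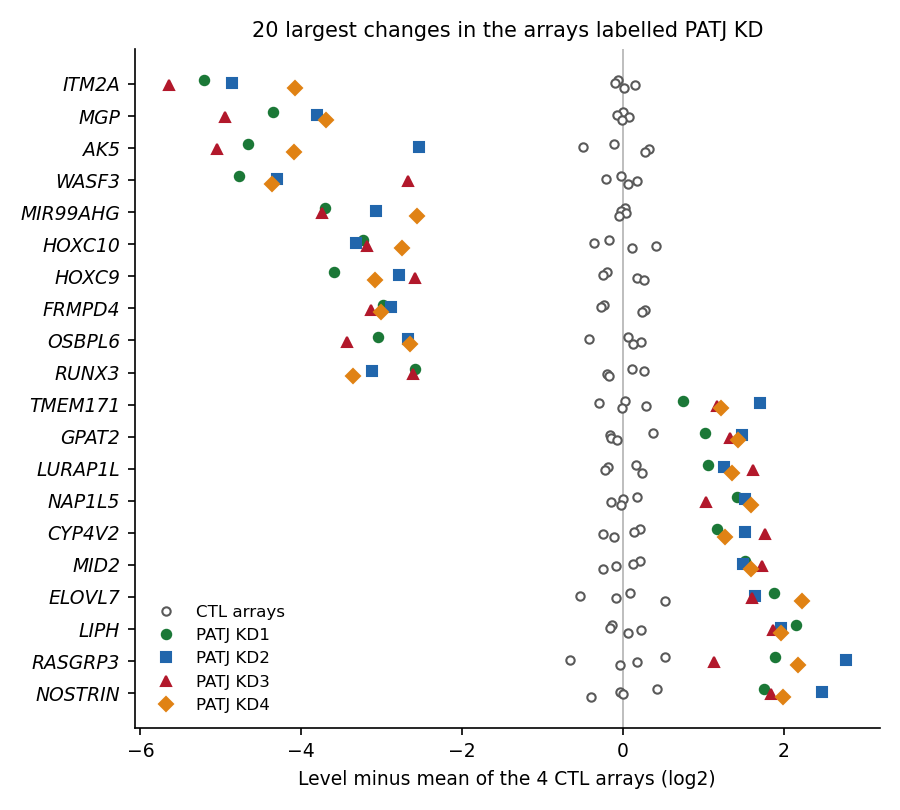
Level in each array of the 10 largest decreases and 10 largest increases among named genes past a Benjamini-Hochberg adjusted p under 0.05 whose groups do not overlap, a condition of their selection, minus the mean of the 4 CTL arrays (log2, horizontal axis). Open circles are CTL arrays and filled symbols the clones KD1 to KD4, and ITM2A lies lowest, at a mean of -4.95.

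All named genes were tested in limma over 21448 probe sets. Without KD3, 9 probe sets rose and 43 fell at the thresholds of the study, and 387 in place of 121 passed by Benjamini-Hochberg, while without CTL1, CTL3 or CTL4 that number was 73, 65 or 69. The array weights of limma gave 39 and 287. The methods' t-test, the unpaired test of their general statistics section, gave 3 and 38. The array section of the methods names no test, so these are not counts from the study's own array test.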

137 genes were upregulated and 204 downregulated in *PATJ* KD cells compared with CTLs (Suppl. Table 1 and Suppl. Figure 2). 

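Of 37 measured genes of the unfolded protein response, listed before the data were examined, 0 passed limma's test over all probe sets and 2 rose when adjusted over the list alone. These were DDIT3, which encodes the stress transcription factor CHOP, with a log2 fold change of 1.41 (standard error 0.30, adjusted p = 0.099), and CREB3, a membrane-bound transcription factor, with 0.42 (standard error 0.09, adjusted p = 0.0856). DDIT3 read 7.62, 8.06, 9.20 and 8.48 in KD1 to KD4 and 6.93 ± 0.23 in CTL (SD, n = 4). The list as a whole shifted upwards by a median of 0.09 on the log2 scale (limma camera, adjusted p = 0.0314 over 22 lists), and its adjusted p = 0.312 with an estimated correlation. Without KD4 the camera adjusted p was 0.115. Of 28 measured mesenchymal markers, 0 passed the test over all probe sets and 0 when adjusted over the list alone. ACTA2, which encodes smooth muscle actin, had a log2 fold change of 0.53 (adjusted p = 0.162) and FAP, the fibroblast activation protein gene, -1.55 (adjusted p = 0.32). FAP, which the study labelled in Fig. 3D from these arrays, read 8.68 in KD3 and 6.09 to 6.69 in the other clones, against 8.58 ± 0.27 in CTL (SD, n = 4), and passed the test once KD3 was left out (adjusted p = 0.000417). ZEB1, a transcription factor of the transition, read 6.91 in KD3, 8.17 to 8.62 in the other clones and 8.77 ± 0.20 in CTL. The median log2 fold change of the mesenchymal list was -0.003 (camera adjusted p = 0.927), with medians of -0.10 in KD1, -0.12 in KD2, 0.16 in KD3 and -0.11 in KD4. In KD3 the list members S100A4 and CD44 read 9.10 and 10.50, against 6.42 ± 0.24 and 8.76 ± 0.13 in CTL. ZEB1 and COL1A2 were lower in KD3 than in every CTL array.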

Gene ontology (GO) analysis identified 124 categories that reached False Discovery Rate (FDR) significance (P_adjusted_ < 0.01) and highlighted as major modulated biological processes the actin cytoskeleton organization, endothelial to mesenchymal transition (EndMT) and the endoplasmic reticulum unfolded protein response (Fig. 3B and Suppl. Table 2). The major signaling pathways modulated in *PATJ* KD cells were Notch, Transforming Growth Factor-β (TGF-β)/Bone Morphogenic Proteins (BMP) signaling, PI3K/Akt, VEGFA-VEGFR2 signaling and Hippo (Fig. 3C, E and Suppl. Tables 2–3). These pathways are strongly related to each other, converging in the regulation of EndMT and angiogenesis (Fig. 3 and Suppl. Tables 2–3).

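BMP6, a ligand of BMP signaling, fell by 2.89 (standard error 0.29, adjusted p = 0.00257 from limma) and ID1, a target of BMP receptors, by 2.28 (standard error 0.26, adjusted p = 0.00474) on the log2 scale, and both were lower in all 4 arrays labelled PATJ KD than in any CTL array. Of 39 measured members of the BMP list, these 2 fell and 0 rose over all probe sets, while 4 fell and 2 rose when adjusted over the list alone, among them SMAD9 at -0.51 and FST, which encodes follistatin, a BMP antagonist, at 1.58. The list shifted downwards by a median of -0.08 (camera adjusted p = 0.0316), and its adjusted p = 0.312 with an estimated correlation. BMP6, ID1 and FST were labelled in Fig. 3D, so they had been chosen by the study on these arrays. Of 33 measured TGF-β genes, 0 passed over all probe sets and 1 fell over the list alone, SKIL, a repressor of the pathway, with a log2 fold change of -0.65 (adjusted p = 0.0762). The camera adjusted p of this list was 0.124. Of 42 measured Notch genes, 0 passed over all probe sets and 0 over the list alone. HES1, the classical Notch target, which the study had picked out in Fig. 3D, had a log2 fold change of -1.42 (standard error 0.47, adjusted p = 0.377), with 6.24 in KD3, 8.36 to 8.50 in the other clones and 8.98 to 9.65 in CTL, and passed the test without KD3 (adjusted p = 0.0371). NOTCH2 had 0.37 (adjusted p = 0.211). The Notch list had a median of -0.005 and a mean of -0.03 on the log2 scale, opposite in sign to the direction of camera (adjusted p = 0.67). Of 42 measured PI3K/Akt genes, 0 passed over all probe sets and 0 over the list alone (camera adjusted p = 0.304), with PIK3CB, a catalytic subunit of the kinase, at -0.53 and the cyclin gene CCND1 at 0.79. The 49 measured VEGFA-VEGFR2 genes gave 0 calls in either adjustment (camera adjusted p = 0.535). KDR, the gene of VEGFR2, had -1.20 (adjusted p = 0.101) and was lower in every array labelled PATJ KD than in every CTL array, and it passed the test without KD4 (adjusted p = 0.043). At an unadjusted p under 0.05 in limma, 4 BMP genes were higher and 11 lower, 1 TGF-β gene was higher and 5 lower, 2 Notch genes were higher and 2 lower, 3 PI3K/Akt genes were higher and 3 lower, and 6 VEGFA-VEGFR2 genes were higher and 5 lower. The camera call of the BMP signaling list was lost without KD1, KD3 or CTL3 (adjusted p of 0.0674, 0.0622 and 0.0662), and BMP6 and ID1 were not called by the methods' t-test (adjusted p of 0.0695 and 0.093).

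**Figure D3:**
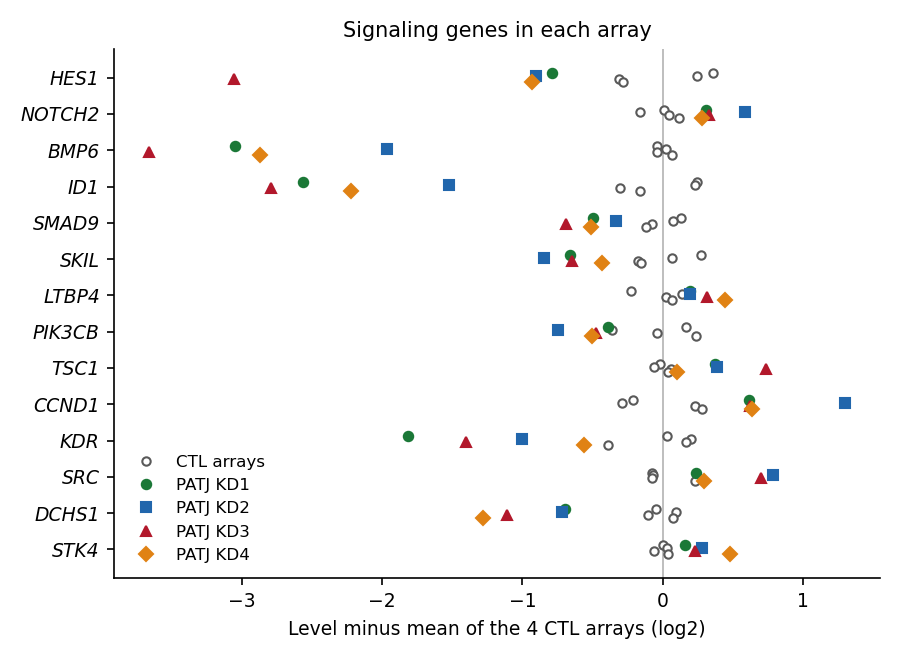
Level of 14 genes of the Notch, BMP, TGF-β, PI3K/Akt, VEGFA-VEGFR2 and Hippo lists in each array, minus the mean of the 4 CTL arrays (log2, horizontal axis), with open circles for CTL arrays and filled symbols for the clones KD1 to KD4. BMP6 and ID1 lie below all CTL arrays in every clone, and HES1 lies lowest in KD3, at 6.24 before the CTL mean is subtracted.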

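Over 38 measured endothelial markers, 0 passed the test over all probe sets, and the list shifted downwards in the arrays labelled PATJ KD in camera (adjusted p = 1.67e-12), a call lost at adjusted p = 0.312 with an estimated correlation and at 0.178 with fry. The median log2 fold change was -0.61, with medians of -0.33 in KD1, -0.17 in KD2, -1.12 in KD3 and -0.45 in KD4. PLVAP, which encodes a protein of endothelial diaphragms, had a log2 fold change of -1.21 (standard error 0.23, adjusted p = 0.0626 from limma), MMRN1 -0.99 (adjusted p = 0.0619), CLDN5, the main claudin of brain endothelium, -0.82 (adjusted p = 0.0853) and PECAM1 -1.15 (standard error 0.24, adjusted p = 0.103). PLVAP and MMRN1 are dim, at 5.46 to 5.93 and 5.04 to 5.94 in CTL. In every clone both lay below the 95th percentile of the negative controls, which was 5.19 to 5.71 over the arrays. Of the list, 16 were lower and 0 higher at an unadjusted p under 0.05, and 13 were lower when adjusted over the list alone, of which PECAM1, KDR, MEF2C and GATA2 had been labelled in Fig. 3D on these arrays. MEF2C, an endothelial and muscle transcription factor, read 7.04 in KD3 and 8.09 to 8.45 in the other clones, against 9.18 ± 0.19 in CTL (SD, n = 4). S1PR1, the receptor of sphingosine-1-phosphate, read 5.39 in KD3, 8.04 to 9.14 in the other clones and 9.96 ± 0.22 in CTL. Of 15 measured genes of endothelial tip cells, which lead sprouting vessels, 0 passed over all probe sets and 1, KDR, was lower over the list alone (camera adjusted p = 0.423, median 0.005 against a mean of -0.07 on the log2 scale). The paper describes the signaling pathways it names as closely linked and as converging on EndMT and angiogenesis, and cites its enrichment results for this. Several single markers passed the test over all probe sets without 1 array, with an adjusted p of 0.00289 for PECAM1 without KD2, and of 0.0438 for PLVAP, 0.0462 for MMRN1 and 0.0114 for MEF2C without KD3.

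**Figure D4:**
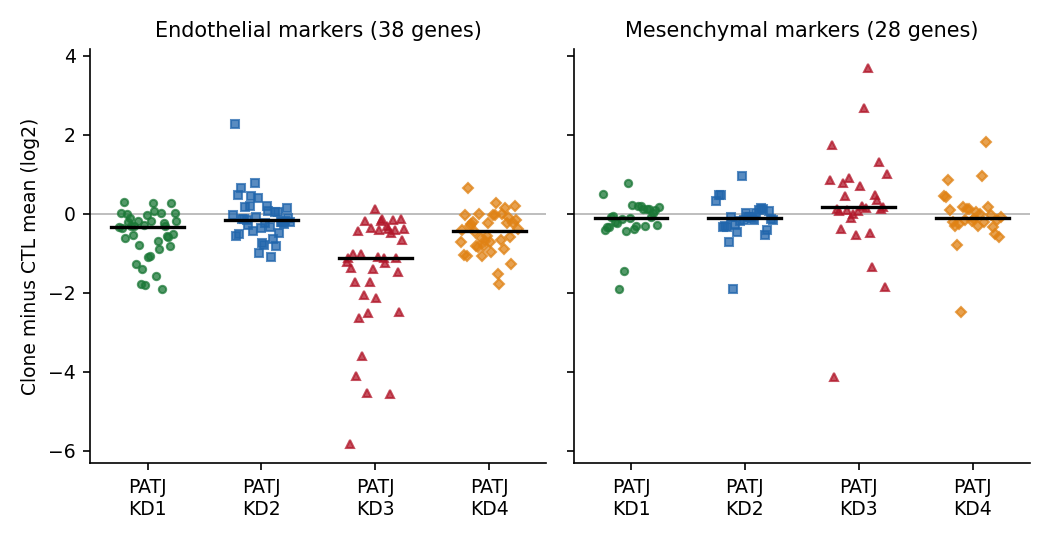
Level of each measured endothelial marker (left, 38 genes) and mesenchymal marker (right, 28 genes) in the clones KD1 to KD4 minus the mean of the 4 CTL arrays (log2, vertical axis), 1 symbol per gene, with the median as a black line. The endothelial median is lowest in KD3, at -1.12, and the mesenchymal medians are -0.10, -0.12, 0.16 and -0.11 in KD1 to KD4.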

**Fig. 3:**
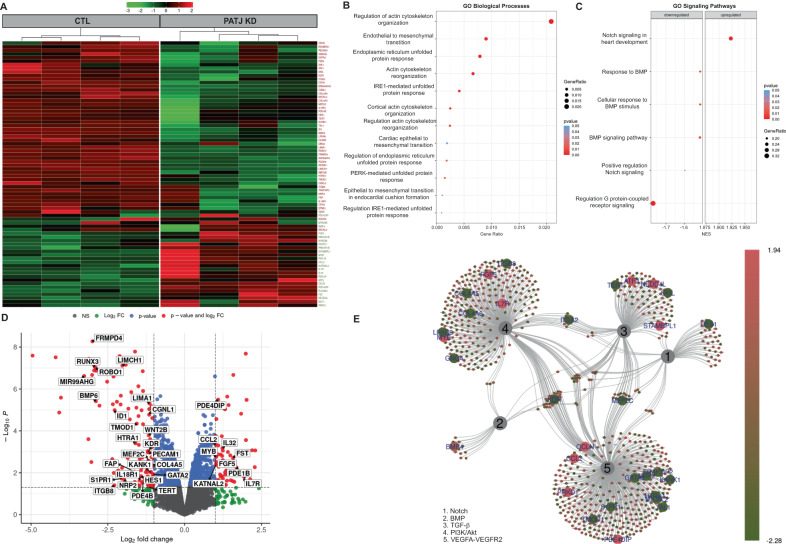
*PATJ* KD causes a massive transcriptomic reprogramming. **A** Hierarchical cluster showing the 74 most differentially expressed genes between *PATJ* KD and CTLs in the normalized (Log2 fold change (FC)) heatmap. *PATJ* KD1, 2, 3, and 4 were used. Level of expression was represented by color scale from green (low) to red (high), as indicated by the scale bar at the top. **B** Gene ontology (GO) analysis among the significantly modulated genes with an FDR cut-off of 0.05 revealed enrichment of biological processes such as Endothelial to Mesenchymal Transition (EndMT), Unfolded Protein Response (UPR) and Actin Cytoskeleton Organization. The results are visualized as a dot plot with an X-axis representing the gene ratio and the Y axis representing the FDR *p*-value. **C** Gene Set Enrichment Analysis (GSEA) for Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment between *PATJ* KD and CTL cells identified Notch, BMP and G-protein coupled receptor signaling as significant signaling pathways. **D** EnhancedVolcano plot of −log10 (*p*-values) vs. log2 FC. The −log10 (*p*-values) represents the level of significance of each gene while log2 FC represents the difference between the levels of expression for each gene between *PATJ* KD and CTL cells. **E** Gene-concept network (Cnetplot) showing the links between genes and the most significant cell signaling pathways, obtained with an FDR cut-off of 0.05, by using GSEA WikiPathways. The size of the concept nodes depends on the gene count involved in that pathway, while the color of the gene nodes depends on their expression level according to the displayed color gradient representing the log2 FC. Each number represents a significant pathway: NOTCH (1); BMP (2); TFG- β (3); PI3K/Akt (4) and VEGFA-VEGFR (5).

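Of 35 genes read from the labels of Fig. 3D before the data were examined, 34 were measured, and all 34 differed at least 2-fold with an unadjusted p under 0.05 in limma, 26 lower and 8 higher in the arrays labelled PATJ KD. Of these, 11 passed a Benjamini-Hochberg adjusted p under 0.05, all of them lower, and 5 passed the thresholds of the study. FRMPD4, with a scaffold protein as product, fell by 3.00 on the log2 scale (standard error 0.14, adjusted p = 0.00011), and the actin-binding LIMCH1 by 2.03 (standard error 0.13, adjusted p = 0.000165). WNT2B, a Wnt ligand, fell by 1.17 (standard error 0.19, adjusted p = 0.0366), a call lost in 6 of the 8 fits that leave out 1 array. HTRA1, a secreted protease, had -1.60 (adjusted p = 0.0606) and passed without KD3 (adjusted p = 0.000294). The genes were chosen by the study on these arrays and are not independent evidence of a direction. Of 26 measured regulators of G protein signaling, listed before the data were examined, 0 passed over all probe sets, while 2 were higher and 1 lower when adjusted over the list alone (camera adjusted p = 0.587). These were the phosphodiesterase genes PDE4A, with a log2 fold change of 0.77, and PDE1B, with 1.69 and labelled in Fig. 3D, and RGS9, which encodes an activator of G protein hydrolysis, with -1.46. At an unadjusted p under 0.05, 2 of the regulators were higher and 4 lower.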

### *PATJ* KD cells express mesenchymal markers, switch off Notch, PI3K/Akt, and Hippo signaling

To validate the expression array data and to deeper investigate whether *PATJ* KD promotes EndMT and angiogenesis, protein markers [24, 25] were measured by WB. The endothelial marker VE-Cadherin was upregulated in the intermediates *PATJ* KD1 and KD2 clones and severely downregulated in *PATJ* KD3. The expression of PECAM-1/CD31, another endothelial marker, differed within the different *PATJ* KD clones, being downregulated in *PATJ* KD1 and *PATJ* KD3 and upregulated in *PATJ* KD2. Conversely, the mesenchymal marker Vimentin progressively upregulated in *PATJ* KD cells, inversely correlating with PATJ levels. Another mesenchymal marker, Fibroblast-specific protein 1 (FSP1/S100A4) was only expressed by *PATJ* KD3 (Fig. 4A). Loss of cell polarity has been associated with disruption of barrier epithelia and proteolytic cleavage of glycocalyx components as Mucin 1 (MUC1) [26]. Its cytoplasmic tail (MUC1-C) is a signal transducer involved in EndMT and hypoxia-driven angiogenesis [27, 28]. MUC1-C steady-state levels significantly increased in the three *PATJ* KD clones, with higher accumulation in the two intermediate *PATJ* KD1 and KD2 clones (Fig. 4B). Expression of matrix metalloproteinases (MMPs) is another major attribute that ECs acquire after undergoing EndMT [25, 29]. MMP-3, MMP-2, MT1-MMP and MMP-7 upregulated in *PATJ* KD clones, as well as the mesenchymal markers tissue inhibitors of MMPs, TIMP-1, 2, and 3 (Fig. 4C). These results suggest that the three *PATJ* KD clones analyzed were at different stages of EndMT, being *PATJ* KD1 and KD2 at the transient state, which is referred to “Partial EndMT” or “endothelial mesenchymal activation” (EndMA) [25, 29], and only the *PATJ* KD3 cells acquired a complete mesenchymal phenotype.

**Fig. 4:**
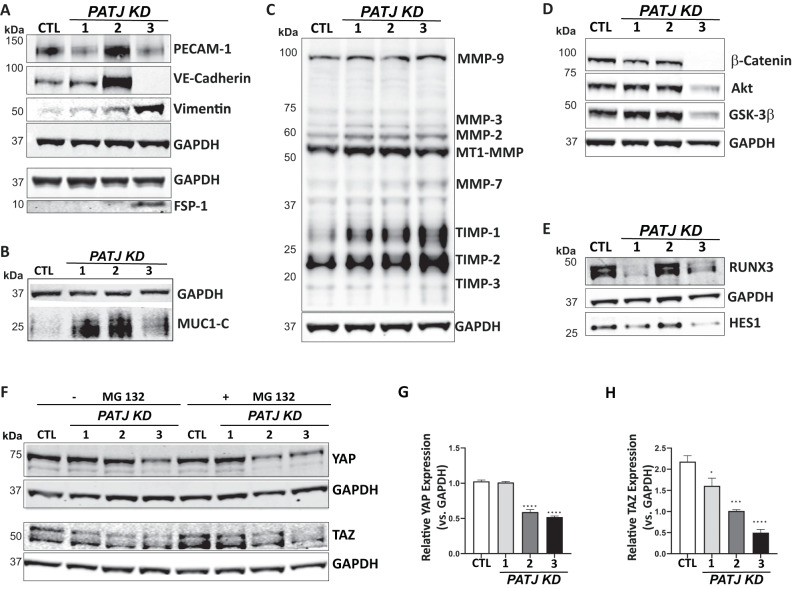
*PATJ* knockdown induces EndMT and downregulates the Notch, PI3K/Akt, and the Hippo pathways. WB analysis of: **A** EndMT markers PECAM-1/CD31, VE-Cadherin, Vimentin, and FSP-1/S100A4; **B** C-terminal subunit of mucin 1 (MUC1-C); **C** Matrix Metalloproteases (MMPs) and Tissue inhibitors of MMPs (TIMPs). **D** Notch signaling transcriptional modulators HES1 and RUNX3; **E** PI3K/Akt proteins Akt, GSK3-β, and β-catenin; **F** Hippo co-activators YAP/TAZ. GAPDH was used as loading control in all blots. **G**, **H** Relative quantification of the integrated band intensities of three independent WB for YAP (**G**) and TAZ (**H**). Bars represent mean intensity ± SD of three independent experiments. *p < 0.05; ***p < 0.005; ****p < 0.0001 as compared to CTL cells (ANOVA followed by Bonferroni’s test).

We next investigated the pathways involved in triggering EndMT-angiogenesis upon PATJ depletion. Both, Notch and PI3K/Akt signaling, central coordinators of EndMT-angiogenesis [30–33], were off in *PATJ* KD3 cells with the mesenchymal phenotype (Fig. 4D, E). By contrary, the transient state of the intermediate *PATJ* KD clones partially downregulated the PI3K/Akt, as evidenced with upregulation of GSK3β and downregulation of β-catenin (Fig. 4D), and differed in Notch signaling, being partially off in *PATJ* KD1, with depletion of the transcription factors RUNX3 and HES1, and maintained on in *PATJ* KD2 (Fig. 4E). These results suggest a modulatory role of PI3K/Akt and Notch pathways along the EndMT process induced by PATJ depletion, being partially active at the transient stages and switched off once the mesenchymal phenotype is achieved.

Hippo signaling, another pathway significantly modulated due to *PATJ* depletion, has also been described as a driver of EndMT-mediated angiogenesis [34, 35]. 

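Among genes of the Hippo core, DCHS1, which encodes a large cadherin upstream of the pathway, was the 1 that fell of 35 measured, by 0.95 on the log2 scale (standard error 0.14, adjusted p = 0.0209 from limma). It read 5.12, 5.09, 4.70 and 4.53 in KD1 to KD4 and 5.81 ± 0.10 in CTL (SD, n = 4), and its call was lost without any 1 of the CTL arrays (adjusted p of 0.0717 to 0.0935). DCHS1 is dim: in every clone it lay below the 95th percentile of the negative controls, which was 5.19 to 5.71 over the arrays. RASSF5, with -0.75 (adjusted p = 0.137), was lower when adjusted over the list alone, as was DCHS1, and the kinase gene STK4 had 0.29 (adjusted p = 0.311). The coactivator genes YAP1 and WWTR1 (TAZ) had log2 fold changes of 0.07 (standard error 0.21) and -0.22 (standard error 0.17). YAP1 changed sign when CTL4 or KD4 was left out. Of 19 measured targets of YAP/TAZ, 0 passed over all probe sets, 3 were lower and 0 higher at an unadjusted p under 0.05, and 1, RBMS3, was lower over the list alone (-0.56, adjusted p = 0.0525). The targets had medians of -0.10 in KD1, -0.03 in KD2, -0.73 in KD3 and -0.01 in KD4, and in KD3 ANKRD1, picked after its value was seen, read 5.52 against 9.37 to 10.58 in the other clones. Camera gave an adjusted p = 0.371 for the Hippo core and 0.0547 for the targets, which became 0.984 with the direction reversed without KD3. Over the alternatives the adjusted p of the targets ran from 0.0105 to 0.984, and it was 0.563 with an estimated correlation.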

When the pathway is activated, its downstream transcriptional co-activators YAP (Yes-associated protein) and TAZ (Tafazzin) are phosphorylated and sequestered in the cytosol or degraded by the proteasome. When Hippo is inhibited, YAP/TAZ may enter the nucleus, in where activate the TEA domain family members (TEAD) transcription factors promoting gene expression, including genes involved in EndMT [35].

We first checked the steady-state levels of YAP/TAZ, incubating cells with or without the proteasome inhibitor MG132 (Fig. 4F). No differences in YAP levels were found in *PATJ* KD1, but *PATJ* KD2 and KD3 cells depleted YAP levels by almost 50% (Fig. 4F, G). Regarding TAZ, a progressive depletion was observed in the three *PATJ* KD clones, being more evident after MG132 treatment (Fig. 4F, H).

### *PATJ* KD cells recruit to the nucleus the signal transducer MUC1-C and the transcriptional modulators YAP/TAZ, β-catenin, and ZEB1

We next evaluated whether YAP/TAZ could be translocated to the nucleus upon *PATJ* silencing. Intermediate *PATJ* KD clones had higher amounts of YAP in the nuclear fraction, contrarily to the low levels observed in *PATJ* KD3 cells (Fig. 5A, B). These results were also confirmed by YAP immunofluorescence (Fig. 5G). By contrary, TAZ was enriched in the nuclear fraction of all three *PATJ* KD clones (Fig. 5A, C).

**Fig. 5:**
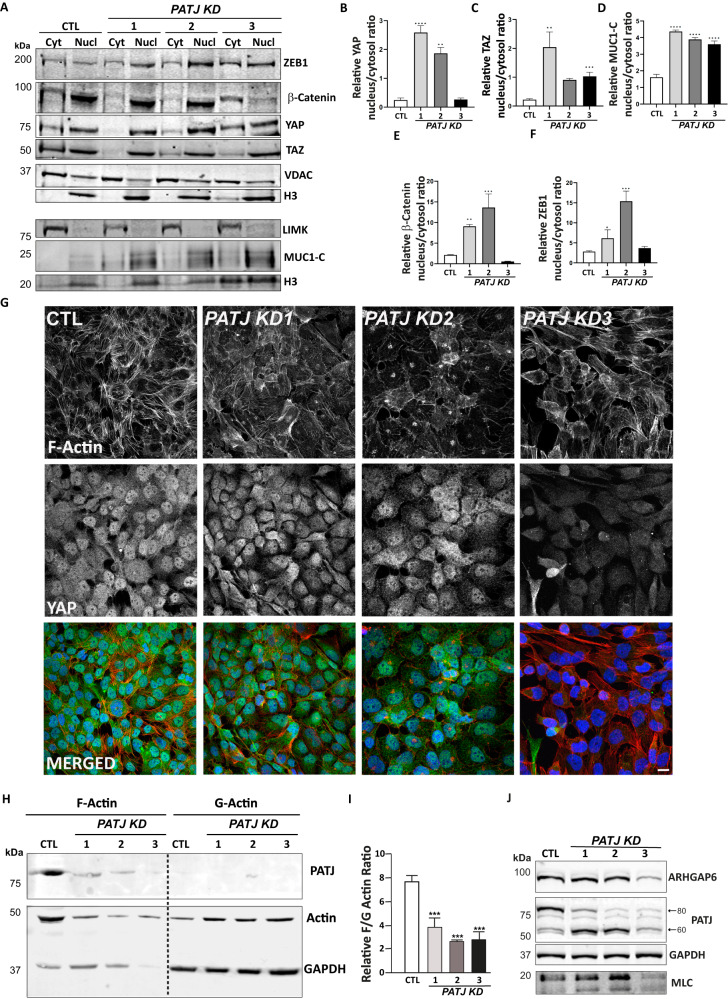
PATJ depletion causes nuclear translocation of YAP/TAZ, MUC1-C, β-catenin, and ZEB1 and actin cytoskeleton remodeling. **A** Cytosolic (Cyt) and Nuclear (Nucl) localization of ZEB1, β-catenin, YAP/TAZ, and MUC1-C. Voltage-dependent anion channel (VDAC) and LIM Kinase (LIMK) were used as cytosolic markers and Histone 3 (H3) as nuclear marker. **B**–**F** Quantifications of nuclear/cytosolic ratios for YAP (**B**), TAZ (**C**), MUC1-C (**D**), β-catenin (**E**) and ZEB1 (**F**). **G** Immunofluorescence using phalloidin to label F-actin (red) and YAP-antibody (green). **H**, **I** PATJ KD decreased the F/G actin ratio. **H** Representative immunoblot of F-actin and G-actin. **I** Relative quantification of the F/G actin ratio. Bars represent mean intensity ± SD of three independent experiments. ***p < 0.005 as compared to CTL cells (ANOVA followed by Bonferroni’s test). **J** WB analysis showing depletion of the actin cytoskeleton markers myosin light chain (MLC) and ARHGAP6 in *PATJ* KD3 cells.

Since MUC1-C has been shown to promote the nuclear translocation of YAP/β-catenin complexes [36], we also checked its subcellular distribution. Interestingly, MUC1-C was mostly recruited to the nucleus of *PATJ* KD clones (Fig. 5A, D). And as expected, the distribution pattern of β-catenin was like the one observed for YAP, being enriched in the nuclear fraction of the two intermediate *PATJ* KD clones (Fig. 5A, E). The transcriptional repressor ZEB1, a known EndMT inducer [37], which expression is controlled by MUC1-C [38], was also enriched in the nuclear fraction of the intermediate *PATJ* KD clones (Fig. 5A, F). These results suggest that the EndMA phenotype of intermediate *PATJ* KD clones is achieved by MUC1-C/YAP/TAZ/β-catenin/ZEB-nuclear localization. By contrary, cells that complete the mesenchymal transition, as *PATJ* KD3, only maintain nuclear MUC1-C/TAZ.

### PATJ depletion causes actin cytoskeleton remodeling

YAP/TAZ regulate actin remodeling at filopodia and cell-cell junctions [35], and actin cytoskeleton remodeling is necessary for EndMT and angiogenesis [39]. Moreover, “regulation of actin cytoskeleton organization” was the most significant GO biological process associated with *PATJ* knockdown (Fig. 3B). Therefore, we investigated the actin cytoskeleton dynamics in the *PATJ* KD clones. 

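Of 76 measured genes of the actin cytoskeleton, 5 fell in the arrays labelled PATJ KD and 0 rose over all probe sets, and 7 fell when adjusted over the list alone. WASF3, an activator of branched actin assembly, fell by 4.03 on the log2 scale (standard error 0.39, adjusted p = 0.00198 from limma), from 9.12 ± 0.16 in CTL to 5.09 ± 0.93 (SD, n = 4 each). TMOD1, which encodes a cap of slow filament ends, fell by 1.56 (adjusted p = 0.014) and LIMA1, which encodes a filament-bundling protein, by 1.14 (adjusted p = 0.00313). ARHGAP6, which encodes a GTPase-activating protein for RhoA, fell by 0.82 (standard error 0.11, adjusted p = 0.0114), with 5.32 to 5.58 in the clones and 6.08 to 6.50 in CTL. The fifth was LIMCH1, and PFN2, a profilin gene, and FSCN1, the gene of the bundling protein fascin, were added by the adjustment over the list alone. Fig. 3D labels LIMA1, LIMCH1, TMOD1 and KANK1, so these had been chosen by the study on these arrays. The list had a median log2 fold change of -0.04 and medians of 0.01, 0.03, -0.23 and 0.07 in KD1 to KD4. Camera gave an adjusted p = 0.04, and the adjusted p = 0.561 with an estimated correlation. The camera call of the Actin cytoskeleton list was lost without KD1, KD3, CTL3 or CTL4, at 0.0624, 0.984, 0.104 and 0.117, and with array weights, at 0.39. TMOD1 was not called without KD2 or any 1 of CTL1, CTL3 and CTL4, ARHGAP6 was not called without CTL4, and WASF3, LIMA1, ARHGAP6 and TMOD1 were not called by the methods' t-test.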

Immunofluorescence analysis using labeled phalloidin evidenced loss of stress fibers, but increased membrane ruffles and lamellipodia in the *PATJ* KD cells, although the two intermediate *PATJ* KD clones (KD1 and KD2) tended to maintain the cortical endothelial organization of the actin filaments (Fig. 5G). Loss of filamentous actin (F-actin) and concurrent increase in globular (G-actin) was further demonstrated by quantitative WB analysis in the three *PATJ* KD clones (Fig. 5H, I). Interestingly, key regulatory proteins of the actin cytoskeleton as the Rho A inhibitor Rho GTPase Activating Protein 6 (ARHGAP6) and Myosin Light Chain (MLC) were severely downregulated only in *PATJ* KD3 cells (Fig. 5J), suggesting a complex pattern of actin dynamics regulation.

### PATJ depletion induces endothelial activation and vascular inflammation through nuclear recruitment of MUC1-C and YAP

Since nuclear MUC1-C is also known to interact with the pro-inflammatory transcription factor NF-κB (nuclear factor kappa B) p65 [40] and cytoplasmic YAP is needed to prevent TRAF6 (tumor necrosis factor receptor-associated factor 6)-mediated NF-κB activation [41], we checked endothelial activation dependent on PATJ levels, studying the expression of the adhesion molecules ICAM-1 (intercellular adhesion molecule-1) and CD44. ICAM-1 was highly upregulated in *PATJ* KD2 cells and downregulated in *PATJ* KD3, meanwhile CD44 was detectable in *PATJ* KD2 and highly expressed in *PATJ* KD3 cells (Fig. 6A). TRAF6 levels were also upregulated in *PATJ* KD3 cells. By contrary, the anti-inflammatory heat shock protein αβ−crystallin [42] was upregulated in *PATJ* KD1 and highly expressed in *PATJ* KD2 (Fig. 6A), suggesting that in these intermediate *PATJ* KD clones αβ−crystallin may contribute to maintain the transient EndMA phenotype. We next measured cytokines secretion in the culture media. Interestingly, only *PATJ* KD3 cells produced high levels of interleukin-6 (IL-6) under regular growth conditions (Fig. 6B), meanwhile IL-8 production was detectable in *PATJ* KD2 and KD3 cells (Fig. 6C). None of the other cytokines measured, IL-1β, IL-15, IL-18, and TNF-α, could be detected (data not shown). Once cells were challenged with lipopolysaccharide (LPS), all clones secreted equal amounts of both IL-6 and IL-8 after 6 h of incubation (Fig. 6D, E), demonstrating that all cells kept the ability to secrete both IL-6 and IL-8 once Toll-like receptor 4 is stimulated with LPS. Our results showed that only the *PATJ* KD3 cells with the mesenchymal phenotype constitutively secrete IL-6, probably as an autocrine or paracrine feedback loop to maintain the mesenchymal phenotype, as previously shown in other cellular systems [43–45].

**Fig. 6:**
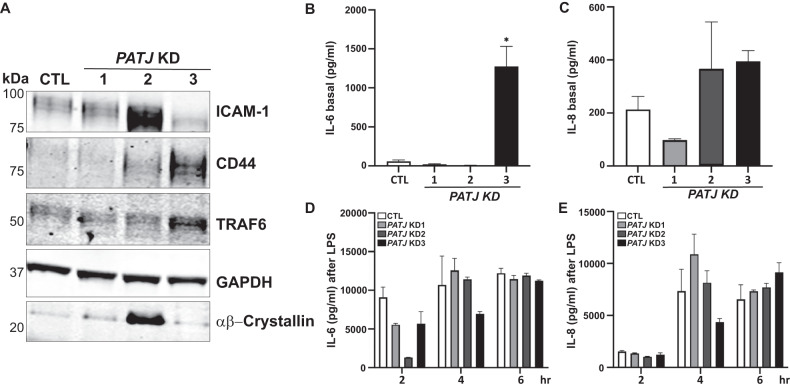
PATJ depletion induces a pro-inflammatory phenotype characterized by increased expression of cell adhesion molecules and production of IL-6 and IL-8. **A** Differential expression of the cell adhesion molecules ICAM-1 and CD44, as well as TRAF6 in *PATJ* KD cells, revealed by WB analysis. **B**, **C** Basal secretion of IL-6 (**B**) and IL-8 (**C**). *PATJ* KD3 cells produce significantly higher amounts of IL6. **D**, **E** Secretion of IL-6 (**D**) and IL-8 (**E**) after LPS incubation. Bars represent the mean of media cytokine detection (pg/ml) ± SD of three independent experiments. Counts were performed after 24 h of cell culture (**B**, **C**) or after 2, 4, or 8 h incubation with LPS (**D**, **E**). *p < 0.05, as compared to CTL cells (ANOVA followed by Bonferroni’s test).

### The EndMA transient state of intermediate *PATJ* KD clones favors cellular migration and tubular network formation

Vascular regeneration is accompanied by vessel elongation, which is promoted by EC migration. During this process the expression of EndMT-related transcription modulators, such as ZEB1, are upregulated [37, 38]. Thus, the transient EndMA state is thought to exhibit reversible changes during vascular remodeling, such as transient occurrence and return to ECs [29]. To demonstrate that *PATJ* depletion exacerbates cellular migration, a scratch wound healing assay was performed. As expected, intermediate *PATJ* KD clones with the EndMA phenotype (KD1 and KD2) significantly increased cell migration 4 and 8 h after the scratch (Fig. 7A, B), meanwhile *PATJ* KD3 was unable to heal the wound during the 48 h that the experiment lasted, probably due to the severe depletion of key regulatory proteins of the cytoskeleton, as MLC and ARHGAP6 (Fig. 5J).

**Fig. 7:**
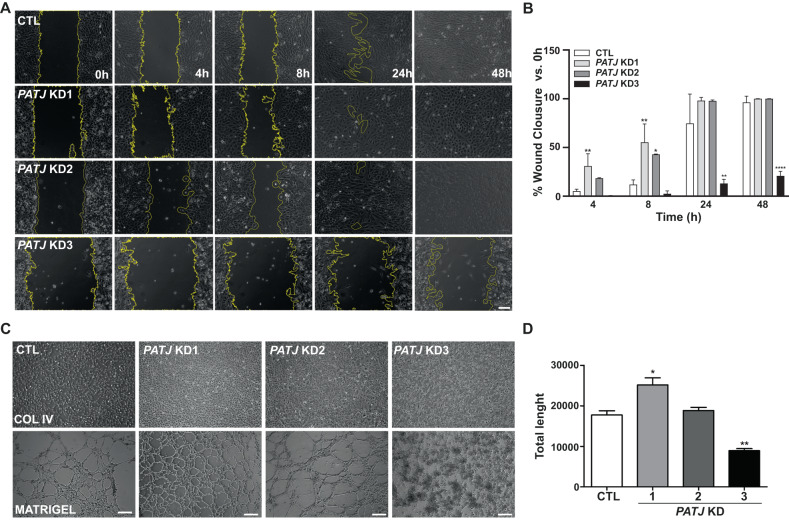
The EndMA state of intermediate *PATJ* KD cells favors cell migration and tubular network formation. **A**, **B** Wound healing assay showed that intermediate *PATJ* KD clones migrate significantly faster after 4 and 8 h post-scratch. **C**, **D** Intermediate *PATJ* KD clones retain the ability for tubulogenesis, meanwhile the *PATJ* KD3 with mesenchymal phenotype could not perform angiogenesis in vitro, as shown with the tubular network formation assay of cells grown on Matrigel (10 mg/ml). **D** Total tube length quantification of three independent experiments, measured with the customized computer analysis “Angiogenesis Analyzer” for the Image J Program. *p < 0.05; **p < 0.01 and ****p < 0.001 as compared to CTL cells (ANOVA followed by Bonferroni’s test).

Cell tube formation assay was performed to prove that the EndMA state of intermediate *PATJ* KD clones allows cells to conserve the ability to organize forming tubular networks, once grown on Matrigel. In fact, *PATJ* KD1 had even improved sprouting ability than CTLs (Fig. 7C, D). By contrary, the mesenchymal *PATJ* KD3 cells, completely lost their potential for endothelial morphogenesis and were unable to form tubular networks. These results confirmed that the EndMA state of intermediate *PATJ* KD clones allows cells to migrate and tubulogenesis.

## Discussion

Genetic factors may determine different degrees of disability after an IS. Prior to this study we reported a genetic association between low frequency genetic variants in *PATJ* gene and worse IS functional outcome [2]. Here we explored the relationship between *PATJ* expression, stroke functional outcome and the underlying molecular mechanisms. Expression analysis in humans, rodents, and cultured ECs demonstrated that *PATJ* downregulates in response to ischemia/hypoxia and lower *PATJ* levels correlate with functional independence at 3 months in IS patients. To disclose the molecular benefits of silencing PATJ in ECs, we generated hCMEC/D3 clones *PATJ* KD.

hCMEC/D3 cells express 5 different isoforms of PATJ, three of high molecular weight (230, 200, and 135 kDa), generated by differential splicing [21], and two smaller species of 80 and 60 kDa. The 80 kDa species may be equivalent to the 75 kDa previously reported in CaCo-2 cells, suggested to have a different initiation of translation [21]. The characterized *PATJ* KD clones differed in their PATJ species patterns of expression. *PATJ* KD3, with severe depletion of all PATJ species, presented the classical hallmarks of EndMT, including the upregulation of mesenchymal markers, such as Vimentin, FSP1/S100A4 or tight junction proteins and the downregulation of epithelial markers as PECAM-1/CD31 and VE-cadherin [24, 46]. By contrary, intermediate *PATJ* KD clones (KD1 and KD2), which shared only a severe depletion of the 80 kDa-PATJ species, acquired a transient state of mesenchymal activation (EndMA) [25], with mixed endothelial and mesenchymal character, and a remarkable actin cytoskeleton rearrangement. EndMA has been implicated at the onset of angiogenesis [25, 47]. The transient state of EndMA allows cells to adopt tip cell peculiarities and revert it to endothelial properties. Tip cells that lead emerging sprouts lack apicobasal polarity, degrade both basal membrane and extracellular matrix and migrate into the extravascular milieu [25, 47]. The angiogenic transition is partial and reversed: the cells resume endothelial functions as nascent blood vessels take shape. Vascular sprout requires the integration of multiple signaling pathways, including TGFβ/BMP/SMAD signaling, Notch, PI3K/Akt, and Hippo. All of these signaling pathways, which are intimately related, were finely tuned in *PATJ* KD cells. Notch coordinates tip versus stalk cell fates within a growing sprout [48]. PI3K/Akt pathway, is also dynamically regulated during vessel sprouting. On the one hand, inhibition of PI3K/Akt signaling promotes sprouting of pre-existing vessels, by inducing EC elongation [49]. But on the other hand, after this first inhibitory phase, active PI3K/Akt supports vascular patterning by controlling EC rearrangement [50]. Moreover, induction of PI3K/Akt signaling by vascular endothelial growth factor A (VEGF) through its receptor leads to activation of YAP/TAZ [51]. Other upstream signaling cues such as blood flow shear stress and loss of apicobasal polarity also control YAP/TAZ angiogenic program [52]. After stroke, PATJ depletion triggers the loss of cell polarity that may explain YAP/TAZ translocation to the nucleus, which we observed it was accompanied by MUC1-C together with β-catenin and ZEB1. YAP/TAZ-β-catenin nuclear co-translocation has been described [53–55], associated to genes involved in EndMT and vascular patterning [54]. MUC1-C also binds to β-catenin promoting the formation of MUC1-C/YAP/β-catenin complexes in the nucleus [36]. MUC1 protects the apical border of polarized ECs as a component of the mucous barrier. Upon loss of polarity due to epithelial damage, MUC1 is proteolytically cleaved into an N-terminal extracellular subunit (MUC1-N) and a transmembrane C-terminal subunit (MUC1-C). This cleavage can be auto-proteolytically-mediated or induced by different proteases, including MT1-MMP [56], upregulated in *PATJ* KD cells. MUC1-C promotes the synthesis and secretion of VEGF through the PI3K/Akt pathway [57] and modulates the hypoxic response through regulating the expression, stabilization, and activity of HIF-1α [58]. MUC1-C can bind and activate different transcriptional modulators, including ZEB1 [38] and β-catenin [59] with whom induces EndMT. The pro-inflammatory phenotype observed in *PATJ* KD could also be attributed to MUC1-C, since it forms nuclear complexes with NF-κB p65 supporting expression of its target genes, including MUC1 itself [40, 60].

Based on our data, we propose a model in where after IS, PATJ is downregulated in ECs, and therefore Crumbs disassembles, YAP/TAZ is liberated, and cell polarity is lost. MUC1 is cleaved, MUC1-C accumulates in the cytoplasm, interacts with free YAP/TAZ and β-catenin, forming stable complexes that are recruited to the nucleus, where activate gene expression that accounts for EndMA.

Taken together, here we demonstrate that *PATJ* downregulates in response to IS. In ECs, *PATJ* depletion is beneficial because it translates into a sophisticated higher-order signaling reprogramming that promotes EndMA to activate angiogenesis. Fine modulation of EC polarity through *PATJ* downregulation could be a therapeutically strategy to stimulate angiogenesis after IS.

## Materials and methods

### Subjects selection

Acute ischemic stroke (IS) patients were selected from the prospective cohort of the GODS project [2]. Inclusion criteria were patients ≤65 years old with functionally independence before the stroke, with a stroke of anterior circulation territory, and an initial neurological severity with National Institute of Health Stroke Scale (NIHSS) ≥ 4. Functional outcome at 3 months was assessed with the modified Rankin Scale (mRS). *PATJ* expression analysis comparing mRS = 0–2 vs mRS = 4–5 was adjusted for NIHSS, stroke subtype, age, sex, smoking status, and principal components. All participants provided informed consent for data collection.

### RNA extraction from human leukocytes and *PATJ* mRNA quantification by real-time PCR (qPCR)

Different cohorts of patients have been used in this study to perform *PATJ* mRNA quantification. The RNA samples from the individuals of the GRECOS project [19] were extracted from isolated buffy coat using the RiboPureTM-Blood kits (Ambion, Woodward St. Austin, USA). qPCR on these samples was performed on a 7900 Real Time PCR System (Applied Biosystems, Foster City, CA, USA) using a TaqMan fluorogenic probe for PATJ (Hs00902482_m1) and normalizing with Cyclophilin A (PPIA, Hs99999904_m1) and Glyceraldehyde-3-Phosphate Dehydrogenase (GAPDH, Hs99999905_m1).

The RNA samples from the IS patients of the GODS cohort [2] were collected 24 h after IS using the PAXgene RNA tubes (Qiagen), and RNA extraction was performed using the PAXgene Blood RNA extraction Kit (Qiagen), following manufacturer’s protocol. qPCR was performed on a CFX96 Touch Real-Time PCR Detection System (Bio-Rad Laboratories, CA, USA) using SensiFAST SYBR No-ROX Kit (Meridian Biosciences, Memphis, TN, USA) according to the manufacturer’s instructions. *PATJ* primers were (Forward 5’-CACTCCACGAGTCATTCCTAAC-3’ and Reverse 5’-GAGCAGTTCCTTGCCTCTTT-3’). *GAPDH* endogenous control primers were (Forward 5’-ATGTTCGTCATGGGTGTGAA-3’ and reverse 5’-ACCACCAACTGCTTAGCACC-3’). Relative mRNA expression levels for the genes of interest were measured using the Pfaffl method [61].

### Focal transient cerebral ischemia

C57BL/6 mice (7 males between 7 and 9 weeks) were purchased from Janvier laboratories (Saint Berthevin, France). Transient occlusion of the distal part of the MCA was performed as previously described [62]. Briefly, mice were anaesthetized with isofluorane via facemask (4% for induction, 2% for maintenance in air, and 79% N2/21% O2; Abbot Laboratories, Madrid, Spain), temporal muscle was retracted and a small craniotomy in the left temporal bone was performed to expose the MCA. Finally, the distal portion of the artery was compressed with a 30-G needle for 60 min and allowed to reperfuse for 48 h when mice were euthanized under deep anesthesia, transcardially perfused with cold saline and brains removed to obtain 1 mm slices, which were stained with TTC [62] to verify cortical infarct lesions and later snap frozen in dry ice as ipsilateral (IL) and contralateral (CL) brain hemispheres for further analysis. Cortical cerebral blood flow was monitored during occlusion and reperfusion.

Later, IP and CL brain samples were used for RNA isolation with the PARIS TM kit (Invitrogen, CA, USA), following the manufacturer’s procedure. The quality and quantity of RNA were measured using Nanodrop Spectrophotometer.

### Cells, culture conditions, OGD, and chemical hypoxia

HEK293T cells were grown in DMEM medium supplemented with 4 mM glutamine, 10% FBS, and 100 units/ml penicillin/streptomycin.

Immortalized human cerebral microvascular endothelial cells (hCMEC/D3) originally isolated from microvessel fragments of the temporal lobe of an adult with epilepsy [5] were grown in flasks coated with rat tail collagen type I high concentration (Corning, NY, USA) with endothelial cell basal medium-2 (EBM-2; Lonza, Walkersville, MD, USA) supplemented with 2% fetal bovine serum (FBS), hydrocortisone, human basic fibroblast growth factor, vascular endothelial growth factor, R3-insulin-like growth factor-1, ascorbic acid, human epidermal growth factor, Gentamicin sulfate-Amphotericin (GA-1000) and heparin (EGM-2 SingleQuots Supplements; Lonza, Walkersville, MD, USA).

Oxygen-glucose deprivation (OGD) was performed as done before [63]. OGD medium consisted in RPMI 1640 without glucose (Lonza), and without FBS and growing factors. In addition, OGD medium was deprived of oxygen for 24 h prior to use. The normoxia medium was RPMI 1640 (Sigma), supplemented with 2 g/L glucose and free of serum and growing factors. hCMEC/D3 cells were subjected to OGD treatment for 5- and 10 h with OGD medium in a hypoxic chamber (INVIVO2 200, Ruskinn UK) with 0.5% O_2_, 5% CO_2_, N_2_ and 100% humidity.

Chemical induced hypoxia was achieved by incubating hCMEC/D3 cells for 8, 24, or 48 h in EBM-2 medium supplement with the HIF-1α stabilizing compound (Sigma) cobalt chloride (CoCl_2_: 150 µM).

### Generation of *PATJ* knockdown hCMEC/D3 cells by lentiviral infection with *PATJ* shRNA

Lentiviral particles carrying *PATJ* shRNA were generated with the Trans-Lentiviral shRNA Packaging Kit using Calcium Phosphate Transfection Reagent, following the manufacturer’s instructions (Dharmacon, Lafayette, CO, USA). The mature antisense target sequences used were TATGGTTCATCTCTAAATC and TGAATGGTATGATGAAGCT. Virus titer was determined by reporter (TurboGFP fluorescent) expression, obtaining values between 1.57 × 10^5^ and 1.03 × 10^6^ transducing units (TU)/ml.

For lentiviral particles infection, hCMEC/D3 cells (5 × 10^5^ cells/well) were seeded into 10-cm Petri dishes 1 day before infection. 1 viral particle/cell was used to infect the target cells for 72 h. Cell lines were subjected to FACS sorting to select by fluorescence, and single-cell were seeded per well in a 96-well plate. Control (CTL) cells were subjected to infection with lentiviral particles harboring scramble shRNA, following the same procedure.

### Endothelial transwell permeability assay

To perform permeability assays, hCMEC/D3 cells were seeded on collagen and fibronectin-coated transwell inserts (12-well, transwell polyester membrane inserts, pore size 0,4 μm; Corning, NY, USA) at 2 × 10^5^ cells/ml. After three days in culture, being reached confluence, the insert culture media was replaced by 500 μl of phenol red-free DMEM containing 2 mg/mL of 70 kDa Fluorescent isothiocyanate (FITC)-dextran. Then, inserts were changed to 12-well plates containing pre-warmed DMEM and sequentially transported to new wells at 5 min intervals for 30 min in total. During the process, cells were maintained at 37 °C. The fluorescence of each well was then measured at 485/520 nm (ex/em), and the apparent permeability coefficients were calculated from curve slopes fitted to linear regression. Permeability (Pe) coefficients in *PATJ* KD cells were expressed as % Pe compared to CTL cells.

### MTT assay

The MTT (3-(4,5-dimethylthyazol-2-yl)2,5-diphenyl-tetrazolium bromide) reduction assay was performed to assess possible viability differences between CTL and *PATJ* KD cells. 24 h prior the assay, 5 × 10^4^ hCMEC/D3 cells were plated in 24-well culture plates and incubated under normoxia conditions (20% oxygen). MTT solution was added to a final concentration of 0.5 mg/ml to each well and incubated for 1 h at 37 °C. Then, the medium was replaced by DMSO to dissolve the formazan blue precipitate formed and quantified at 560 and 620 nm in a microplate reader (Synergy HT with data analysis software KC4; Bio-Tek Instruments Inc, Winooski, VT, USA).

### RNA cell extraction and reverse transcription-quantitative PCR (RT-qPCR)

Total RNA was extracted from scrambled CTL and *PATJ* KD hCMEC/D3 cells using QIAzol Lysis Reagent from miRNeasy Mini Kit (Qiagen, Hilden, Germany). RNA concentration and purity were measured using a Nanovue Plus (Biochrome Ltd, USA). cDNA was synthesized with SensiFAST™ cDNA Synthesis Kit (Meridian Biosciences), and qPCR was performed on a CFX96 Touch Real-Time PCR Detection System (Bio-Rad Laboratories, CA, USA) using SensiFAST™ SYBR No-ROX Kit (Meridian Biosciences), proceeding as explained above for human leukocytes.

### Gene expression array

Prior to analysis, RNA integrity and purity were determined using the RNA Nano 6000 Chip on an Agilent Bioanalyzer (Agilent Technologies Inc., Santa Clara, CA). All RNA samples showed high quality since RNA Integrity Numbers detected by Bioanalyzer were between 9 and 10. Probing of Affymetrix GeneChip Human Clariom S microarrays (Affymetrix UK Ltd., High Wycombe, UK) was performed as described in the manufacturer’s protocols. The probes were prepared from 100 ng aliquots of total RNA in accordance with the instructions supplied with the Affymetrix WT PLUS Reagent Kit. After 16 h hybridization, the arrays were washed and stained using the Affymetrix GeneChip Fluidics Station 450 and scanned at 0.7 μm resolution using the Affymetrix GeneChip Scanner 3000 7G. Analysis of gene expression data including normalization by the SST-RMA algorithm, probe summarization and control of data quality was performed using Transcriptome Analysis Console (TAC) Software 4.0.2 (ThermoFisher). Differentially regulated genes were identified based on an absolute fold change cut-off > 2.0 and an adjusted *P*-value < 0.05. Gene ontology pathways analyses were performed using ToppGene [64], Reactome [65], Panther [65], and WikiPathways [66].

### Cellular fractionation, western blotting (WB) and antibodies

Cytosolic and nuclear fractions were separated from 7 × 10^6^ hCMEC/D3 cells by whole-cell homogenization in Mitobuffer (0.25 M Sucrose; 0.2 mM EDTA and 10 mM TRIS) on ice using a 2 ml KIMBLE dounce grinder (Sigma-Aldrich). Lysates were centrifuged at 1000 × *g* for 15 min at 4 °C. This process was repeated three times. Collected supernatants (cytosol) were centrifuged at 10,000 × *g* for 15 min at 4 °C to eliminate cell debris. Pellets (nuclear fraction) were washed three times in Mitobuffer.

For WB analysis, fifty micrograms of hCMEC/D3 cell lysates proteins were resolved by NuPAGE 4–12% Bis-Tris Gel (Invitrogen) electrophoresis and immobilized on polyvinylidene fluoride (PVDF) membranes 0.45 µm pore size (Merk, Darmstadt, Germany). Primary antibodies: rabbit (rb) anti-Patj [21] was provided by A. Le Bivic (Aix-Marseille University, CNRS, Developmental Biology Institute of Marseille (IBDM), Marseille, France); rb anti-Akt, mouse (ms) anti-GSK3β, rb anti-VE-Cadherin, rb anti-ZEB1, rb anti-YAP and anti-YAP/TAZ, rb anti-ICAM-1, rb anti-CD44, rb anti-TRAF6, rb anti-αβ-Crystallin, rb anti-Histone 3 (H3), and rb anti-GAPDH, purchased from Cell Signaling as well as the Matrix Remodeling Antibody Sampler Kit to detect the MMPs and TIMPs; rb anti-β-catenin (D10A8), rb anti-Vimentin and rb anti MUC1-C, purchased from ABclonal; rb anti-ZO-1, ms anti-Occludin, rb anti-Claudin11 and rb anti-ARHGAP6 purchased from Invitrogen; rb anti-CD31 purchased from Proteintech; ms anti-Cytocrome C purchased from Novus. Secondary antibodies: anti-rb 800CW and anti-ms 700CW (LI-COR Biosciences). Proteins were visualized with fluorescence using Odyssey Imaging Systems (LI-COR Bioscience, Lincoln, NB, USA). The quantification of the bands was obtained with ImageJ software (National Institutes of Health, NIH).

To inhibit the proteosome, hCMEC/D3 cells were incubated with the inhibitor MG-132 (Sigma-Aldrich, San Louis, Missouri) for 3 h at 10 µM, prior to cell collection.

### Immunofluorescent labeling and confocal microscopy

5 × 10^4^ hCMEC/D3 cultured cells were fixed for 15 min in 4% paraformaldehyde. 1% BSA in PBS was used to block non-specific binding. Immunoassays were performed for 1 h at 30 °C with diluted primary antibodies, rb polyclonal ZO-1 (1:100, Sigma-Aldrich), rb monoclonal YAP (1:250, Cell Signaling), and ms monoclonal β-tubulin (1:300, Proteintech). Nuclei were stained with DAPI and samples were analyzed using a Zeiss LSM710 Laser Scanning Confocal Microscope (Carl Zeiss Microimaging, Inc.). Z-sections were acquired (0.7-μm interval), and final images were obtained after merging planes. Images were processed using Zeiss LSM Blue software.

### Measurement of the G-actin/F-actin ratio

F-actin and G-actin were evaluated in hCMEC/D3 cells using a G-actin/F-actin in vivo assay kit (BK037; Cytoskeleton Inc., Denver, CO, USA) following the manufacturer’s instructions. Actin quantification was performed via SDS-PAGE and WB analysis using the anti-G-actin antibody provided with the kit.

### Cytokines quantification

4 × 10^5^ *PATJ* KD or CTL hCMEC/D3 cells were seeded in a 24-well plate. Culture media was collected after 24 h (basal, t = 0) and after 2, 4, and 6 h incubation with 100 ng/ml LPS. Cytokines levels were measured by Luminex Multiplex Assay (HSTCMAG-28SK; Merck KGaA, Darmstadt, Germany) using 6 plex Luminex Human Magnetic Assay kit, according to the manufacturer’s protocol. The tested 6 plex panel consists of the following chemokines: IL-1ß, IL-6, IL-8, IL-15, IL-18, and TNF-α.

### Monolayer wound healing assay

Cells were grown to full confluence in 24-well plates in complete EGM-2 media (Lonza) and were incubated overnight. Cell cultures were scratched with a 10 µL sterile pipette tip and extensively washed with PBS to remove detached cells and debris. One scratch per well was generated, and then center-imaged at 5× magnification, using a Zeiss Axio Observer 200 M microscope equipped with a Zeiss AxioCam MRm camera with maximum contrast (Carl Zeiss AG, Feldbach, Switzerland). Cells were then incubated in serum-reduced or full-growth medium. Images were taken at 0, 2, 4, 8, 24, and 48 h after the scratch. The wound areas were calculated and analyzed with Image J, version 1.8.0 (NIH, Bethesda, MD, USA) and expressed as a percentage of the day 0 value.

### Endothelial cell tube formation assay

The neovascularization assays were performed in 24-well plates coated with Matrigel (Corning, NY). hCMEC/D3 cells (3 × 10^5^) were plated on Matrigel and incubated for 18 h. Tube formation was observed at 5X using an inverted fluorescence Cell Observer microscope (Carl Zeiss, Jena, Germany). Length of tubes was measured in four independent fields using the “Angiogenesis Analyzer” software from Image J (National Institutes of Health).

### Statistical analysis

The SPSS 20.0 package (IBM Corporation, Armonk, NY, USA) and GraphPad Prism 6 (GraphPad Software, La Jolla, CA, USA) were used for statistical analyses. The normality was assessed by the Shapiro–Wilk test. In normally distributed variables, the significant differences between groups were assessed using Paired or Unpaired Student t-test and one-way analysis of variance (ANOVA) with Bonferroni’s post hoc test when appropriate. Statistical significances were accepted at *p* < 0.05 (*p < 0.005, **p < 0.001, ***p < 0.0001). Ene 3.0 software (www.e-biometria.com/) was used to calculate statistical power of our results and sample size (setting the power at 80% and level of significance at 0.05).

### Supplementary information

Original Data File

Supplementary Material

## Data Availability

All genomics data produced for this study have been deposited at GEO under accession number GSE237919. All other data needed to evaluate the conclusions in this paper are available in the Article and its Supplementary Information. Source data are provided with this paper.

# Supplementary material for: Role of PATJ in stroke prognosis by modulating endothelial to mesenchymal transition through the Hippo/Notch/PI3K axis
**Source:** Cell Death Discov. 2024 Feb 17;10:85. doi: 10.1038/s41420-024-01857-z
**Supplement:** Supplementary file 1 — Original Data File

**Fig. 1E**

1^st^ Blotting:

**
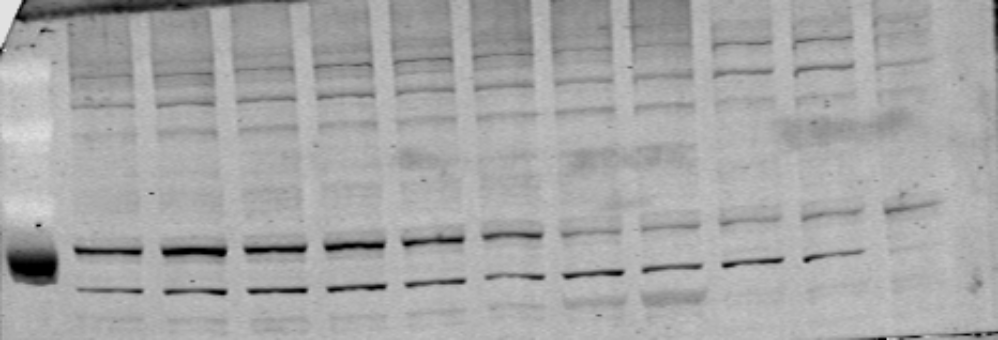
 kDa**

**PATJ**

250

150

100

75

**
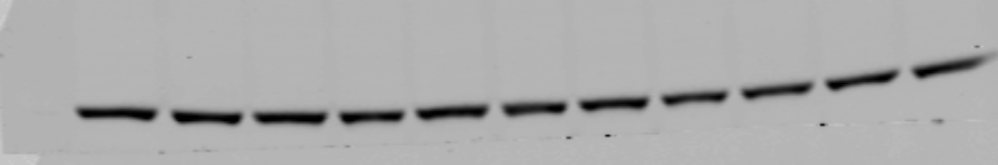

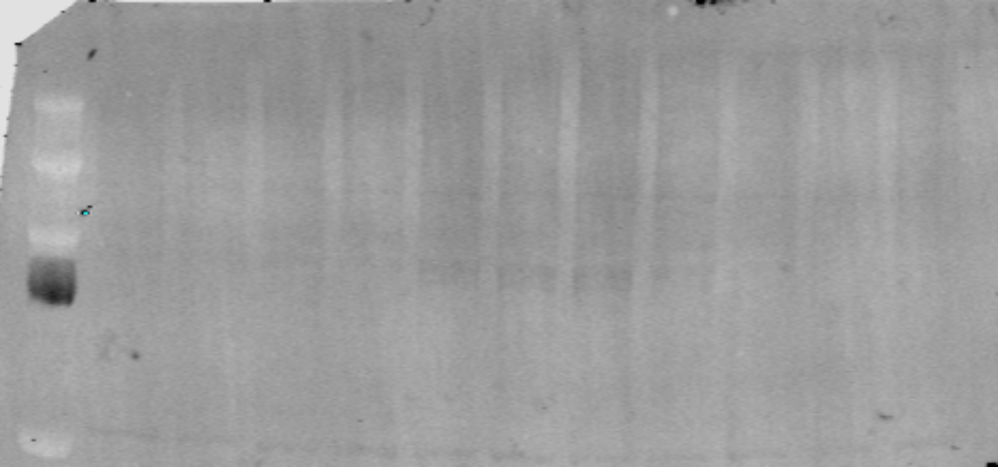
**

**GAPDH**

3^rd^ Blotting:

75

100

150

250

**HIF1-α**

2^ond^ Blotting after stripping

**
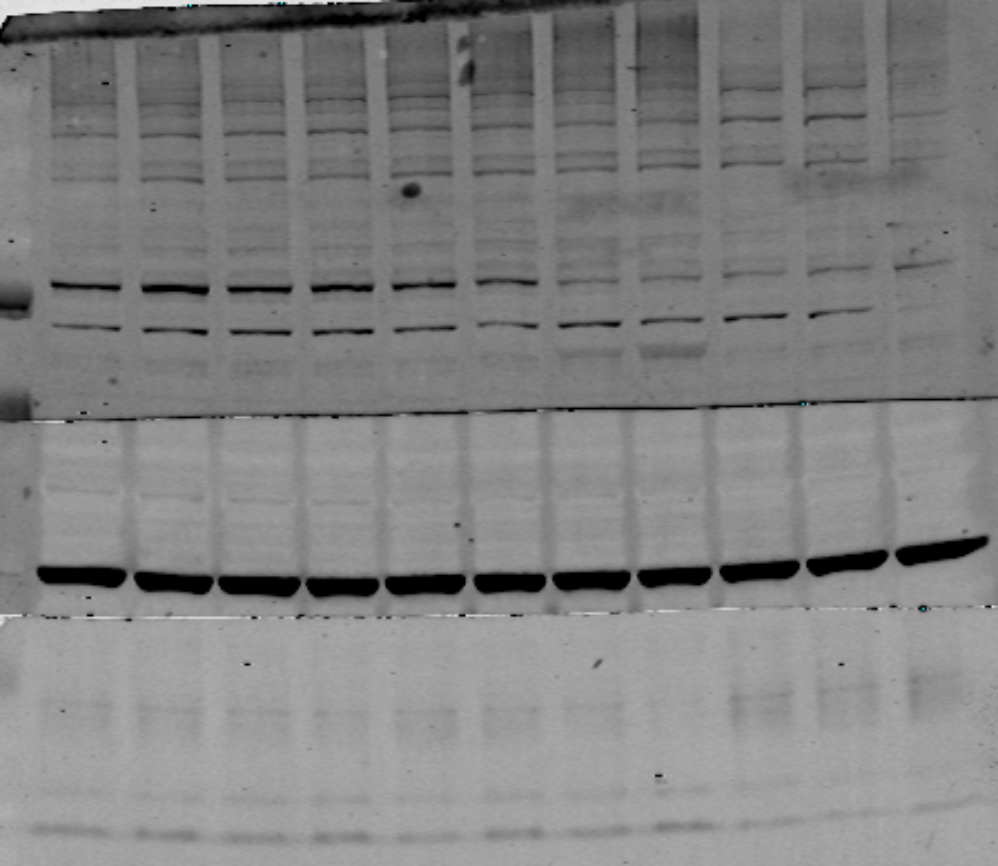
 kDa**

250

**PATJ**

150

100

**Fig. 2A**

25

**MUC1-C**

**αβ-crystallin**

**GAPDH**

37

50

75

**
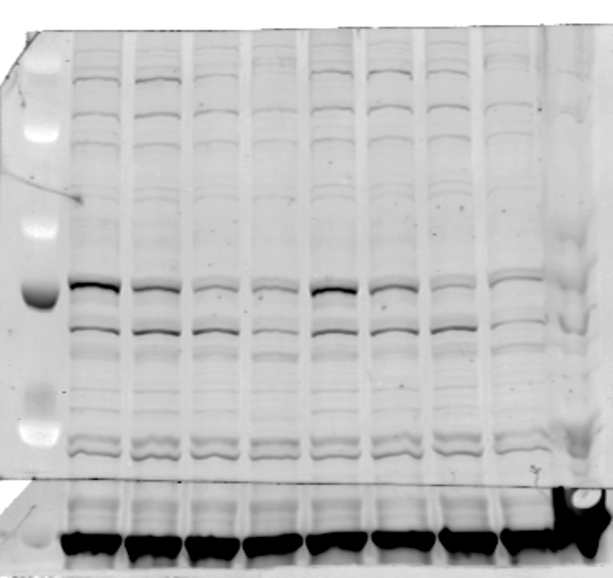
**

**kDa**

250

150

**PATJ**

100

75

50

**GAPDH**

37

**Fig. 2 D**

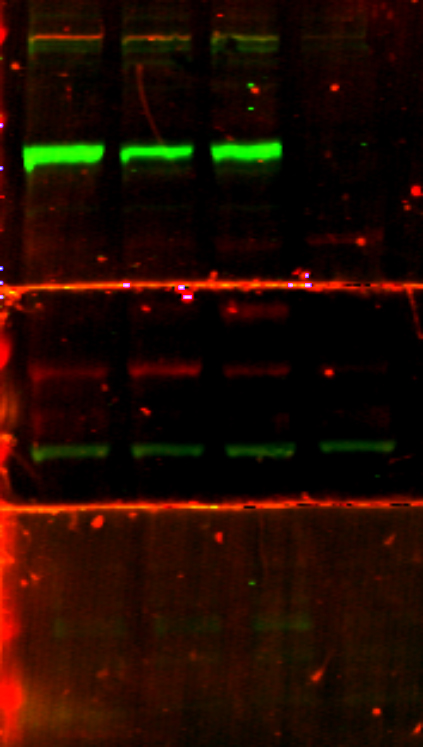

15

20

37

50

**kDa**

**Claudin 11 (Rb)**

150

250

**GAPDH (Rb)**

**OCCLUDIN (Ms)**

**ZO-1 (Rb)**

**CLAUDIN-11 (Rb)**

20

37

50

Rb= Green

Ms= Red

**Fig. 4A**

**
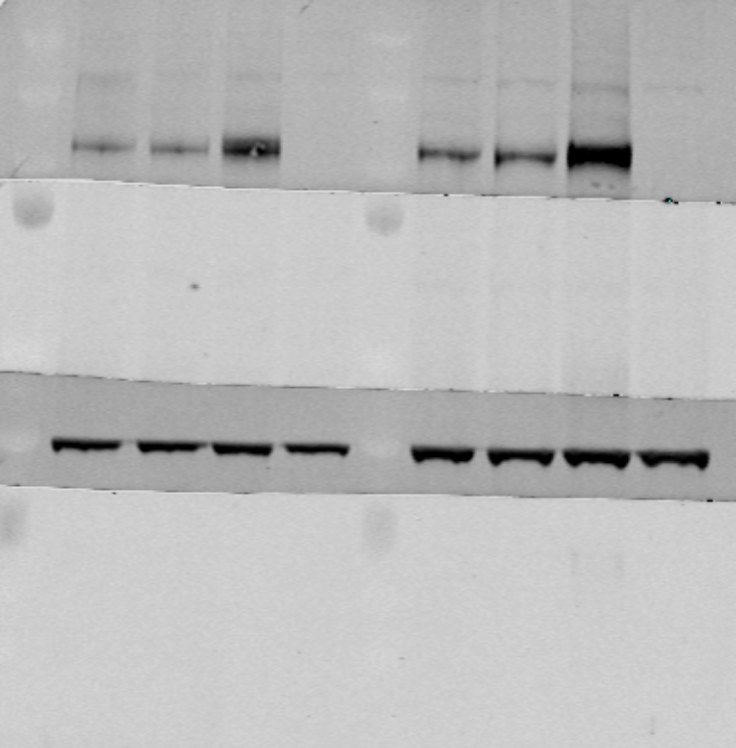
**

**kDa**

1^st^ Blotting:

**PECAM1**

**VE-CADH**

**VIMENTIN**

**GAPDH**

250

150

100

75

37

50

**
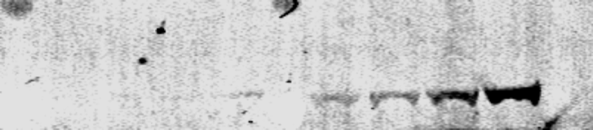
**

75

2^ond^ Blotting:

**VIMENTIN**

**Fig. 4B**

**
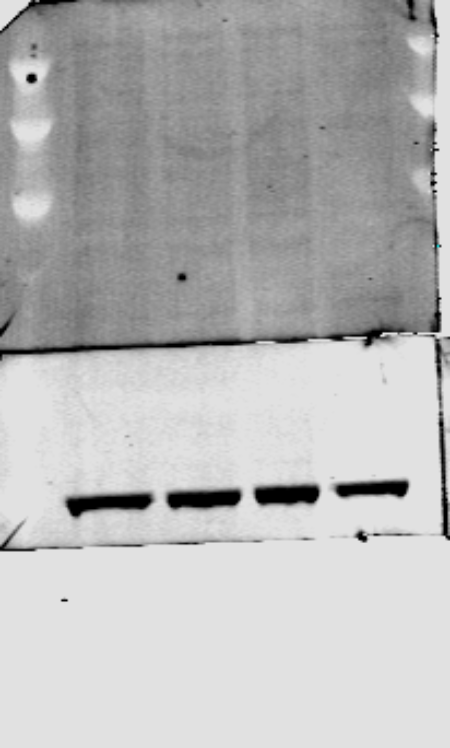

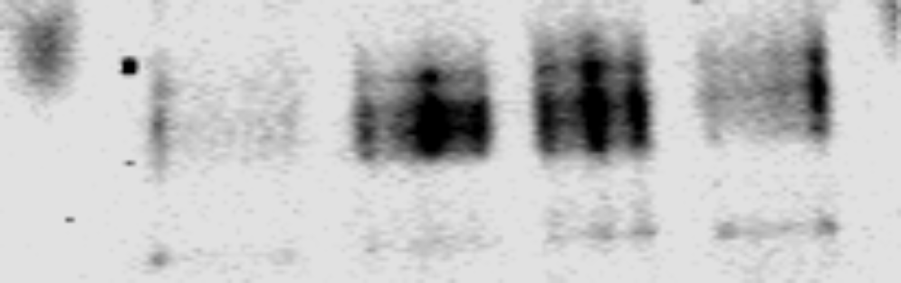
**

2^ond^ Blotting:

1^st^ Blotting

37

75

100

150

250

25

**kDa**

**GAPDH**

**MUC1**

**Fig. 4C**

**kDa**

**MMP2**

**MMP9**

**MT1-MMP**

**MMP3**

**TIMP3**

**TIMP1**

**TIMP2**

**MMP7**

100

75

60

50

37

25

20

15

**Fig. 4D**

**
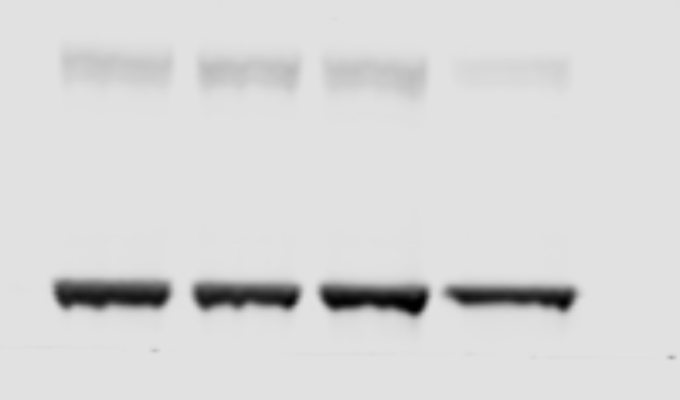

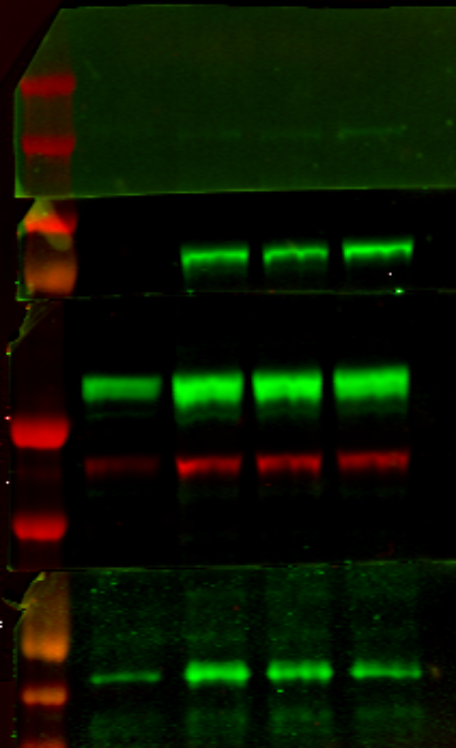
**

**GAPDH**

37

2^ond^ Blotting:

1^st^ Blotting:

**kDa**

**MLC (Rb)**

20

25

**ZEB1 (Rb)**

**GSK3B (Ms)**

**AKT (Rb)**

**B-CATENIN (Rb)**

37

50

75

100

150

250

**Fig. 4E**

**
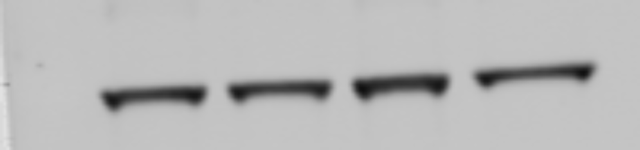

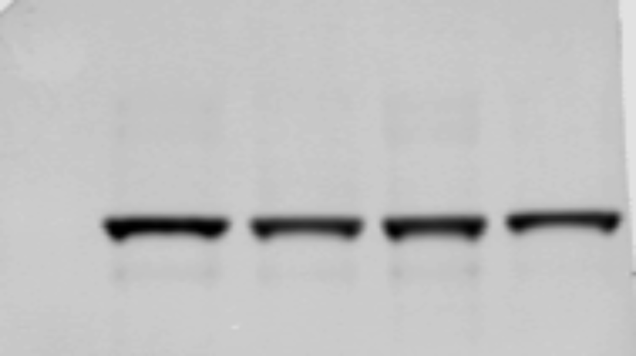

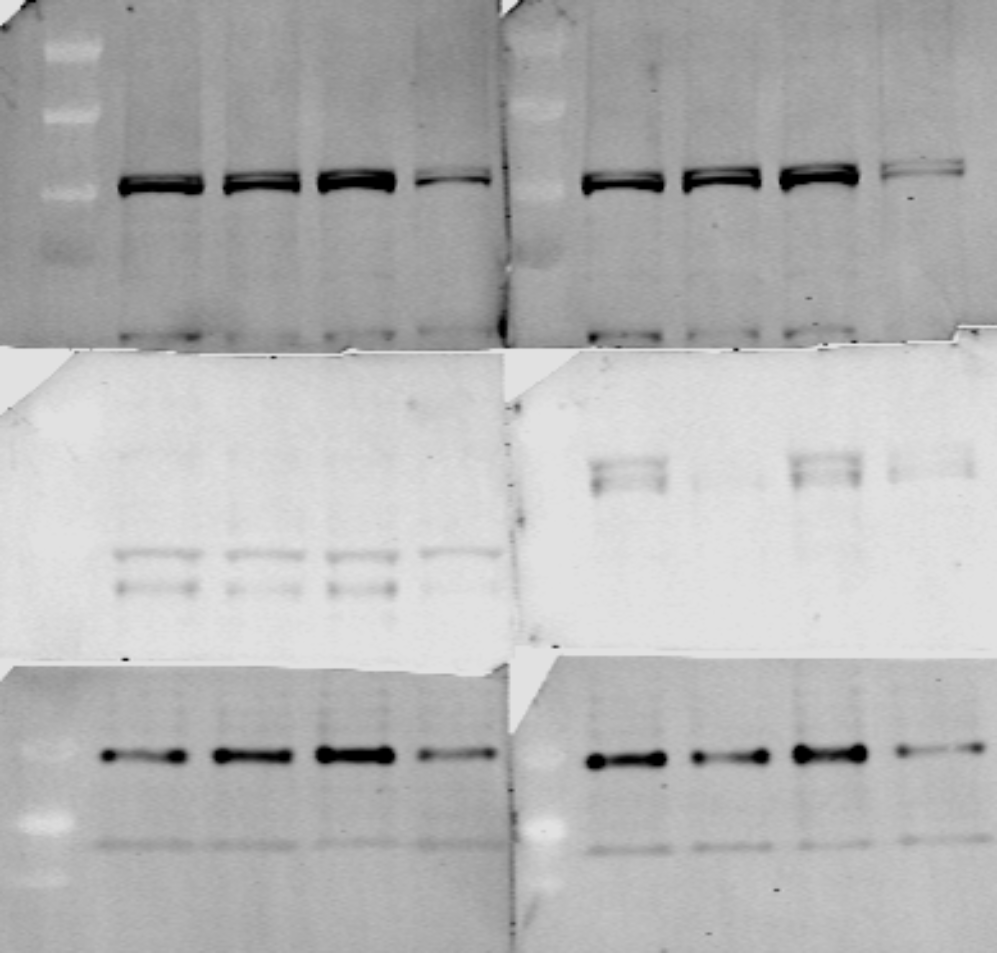
**

**kDa**

75

50

2^ond^ Blotting:

**MLC**

**RUNX3**

**HES1**

**ARHGAP6**

1^st^ Blotting:

15

20

250

150

100

37

37

**GAPDH**

**Fig. 4F**

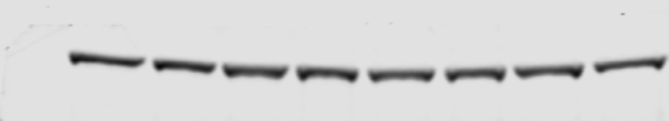
**
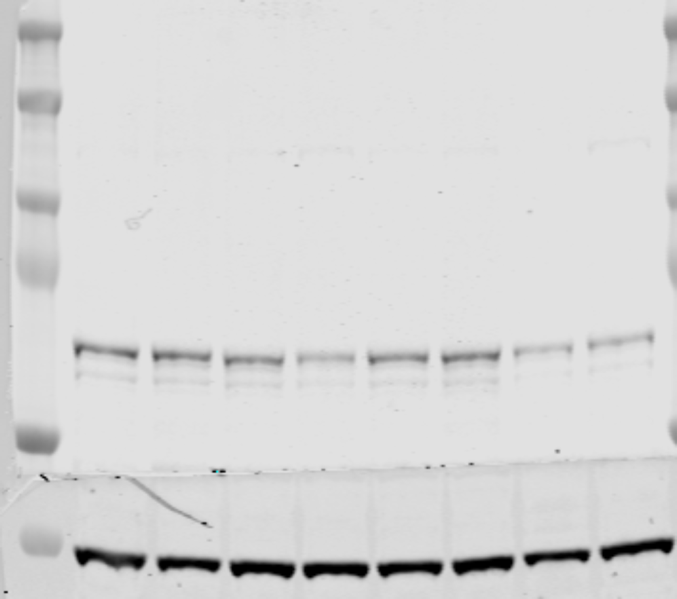
**

1^st^ Blotting:

2^ond^ Blotting:

37

50

37

50

**kDa**

75

100

150

250

**TAZ**

**GAPDH**

**GAPDH**

**YAP**

**Fig. 5A (Upper Pannel)**

**
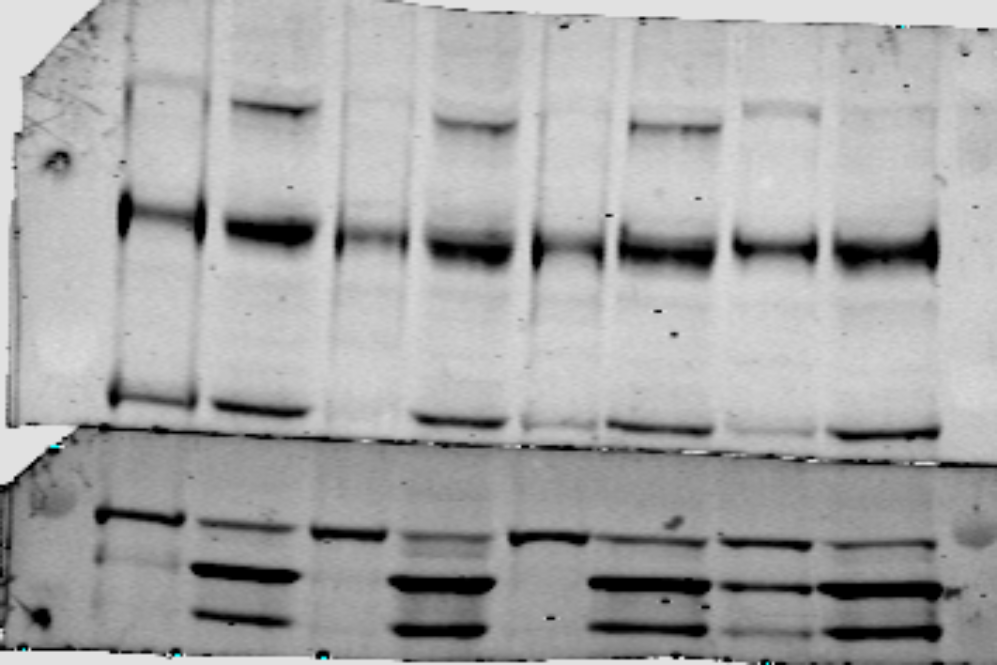
**
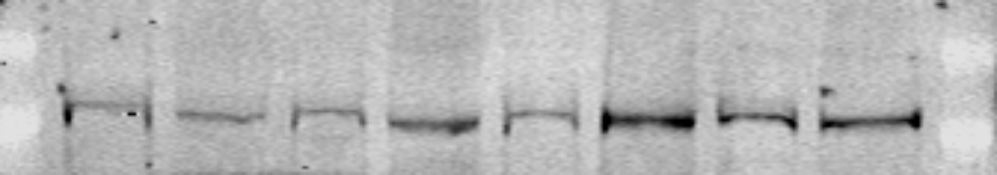

**VDAC**

**H3**

**TAZ**

**YAP**

**B-CATENIN**

25

**kDa**

250

50

37

75

100

150

**ZEB1**

**Fig. 5A (Lower Pannel)**
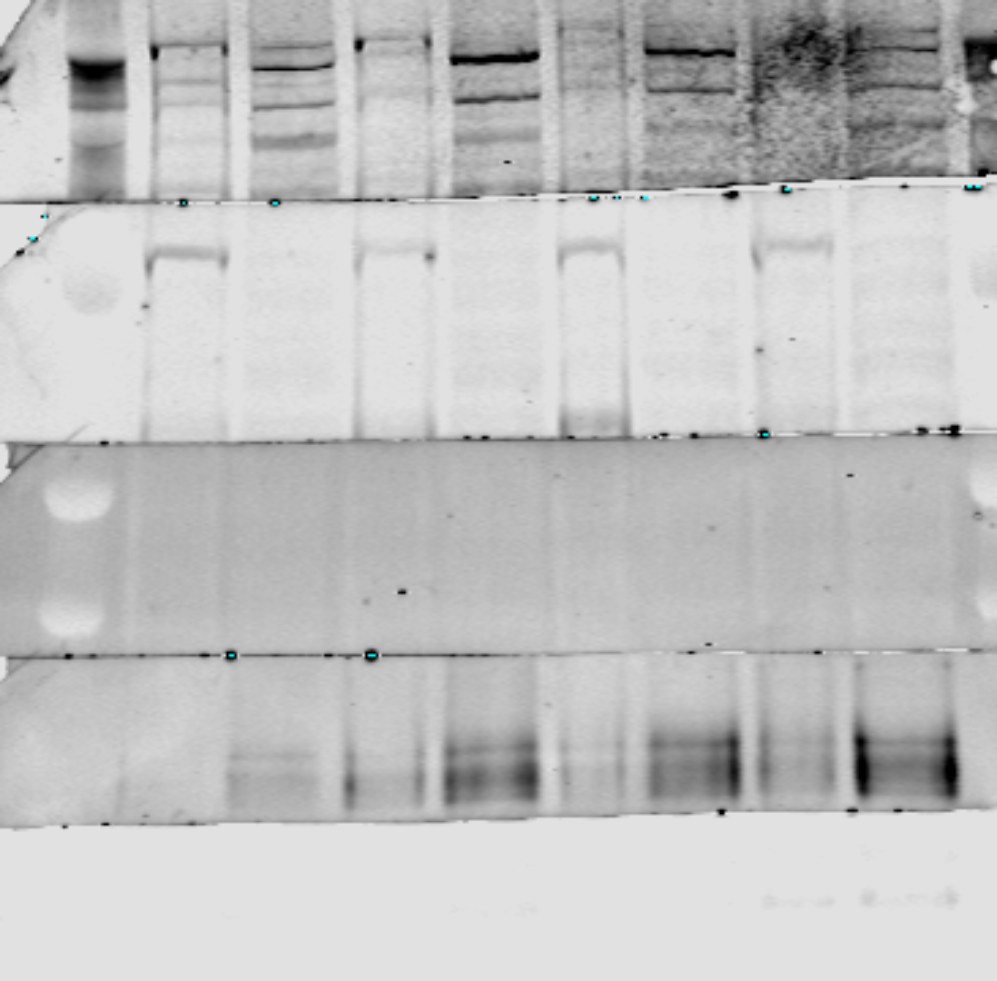

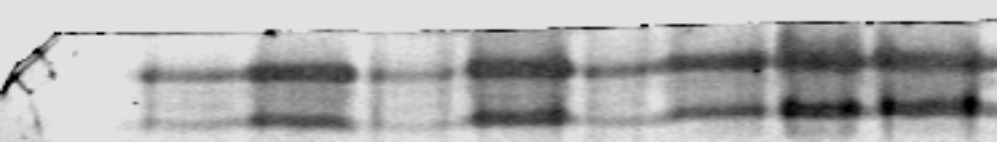

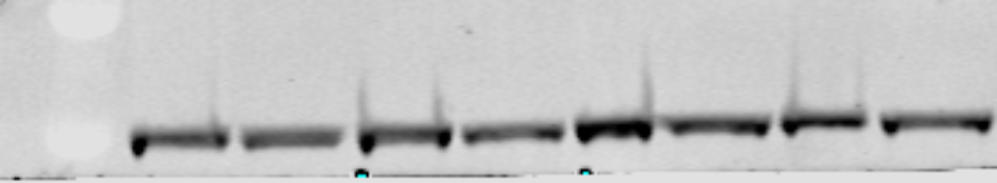

150

75

50

37

50

37

20

1^st^ Blotting:

2^ond^ Blotting:

**LIMK**

**MUC1**

**GAPDH**

**H3**

25

**kDa**

**Fig. 5H**

**
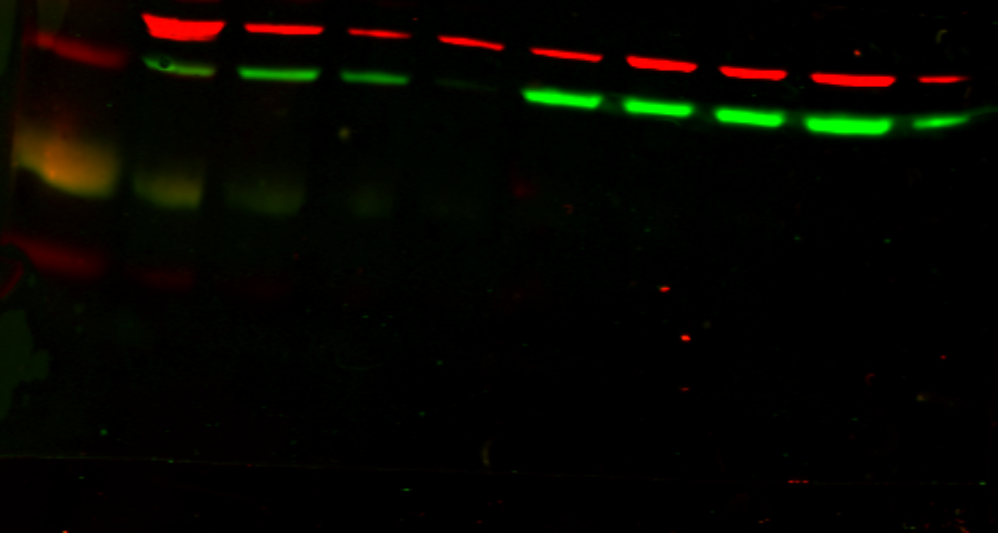

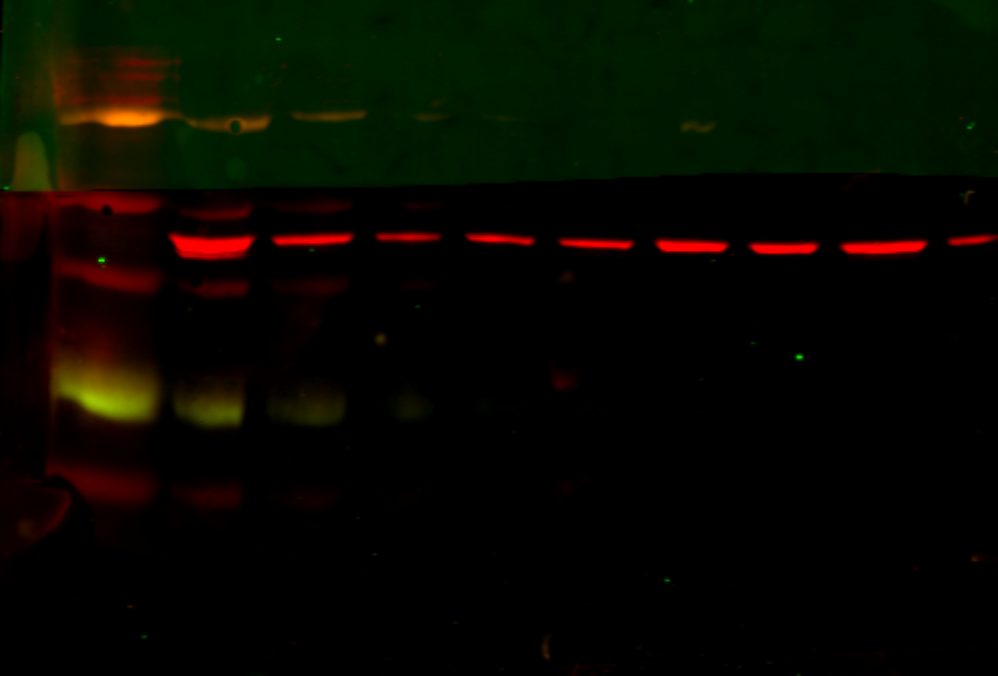
**

75

**kDa**

37

50

37

100

**GAPDH (Rb)**

**ACTIN (Ms)**

**PATJ (Rb)**

Rb= Green

Ms= Red

**Fig.5J**

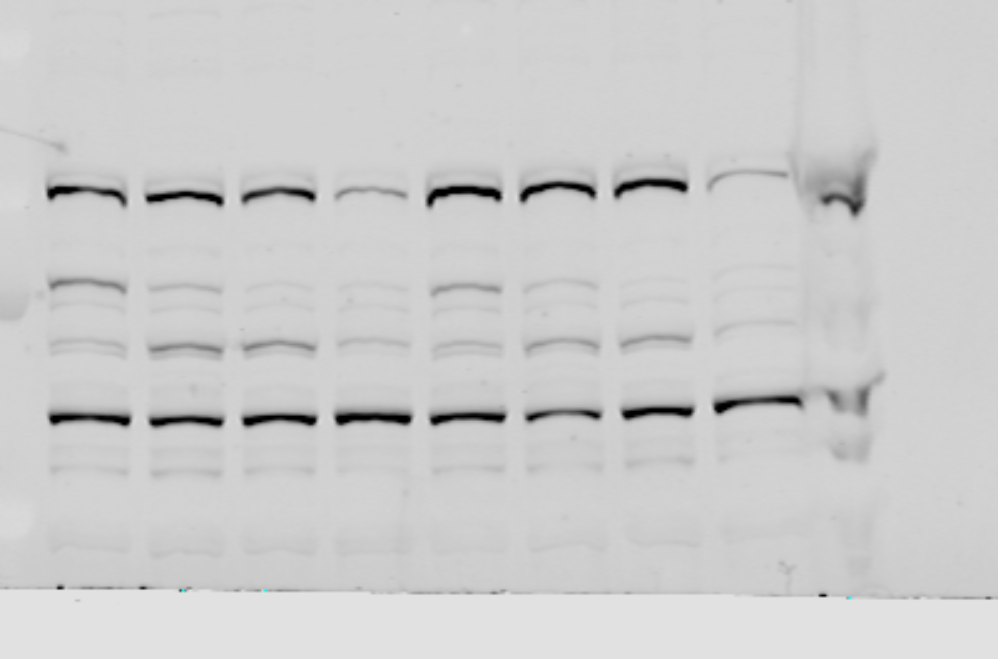
**
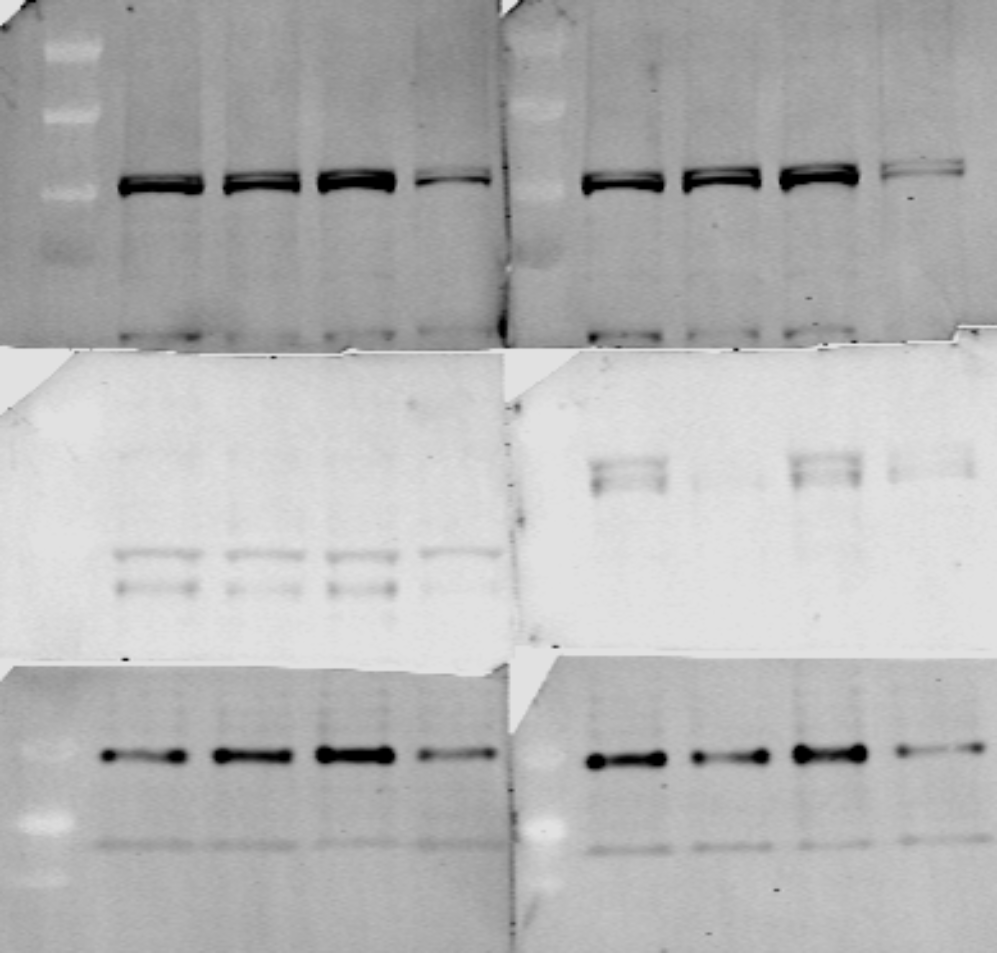
**

**ARHGAP6**

250

150

100

60

100

**kDa**

75

10

15

20

**HSP60**

**PATJ**

**ARHGAP6**

**MLC**

**Fig.6A**

**
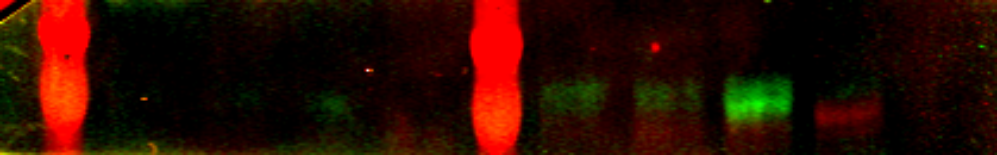

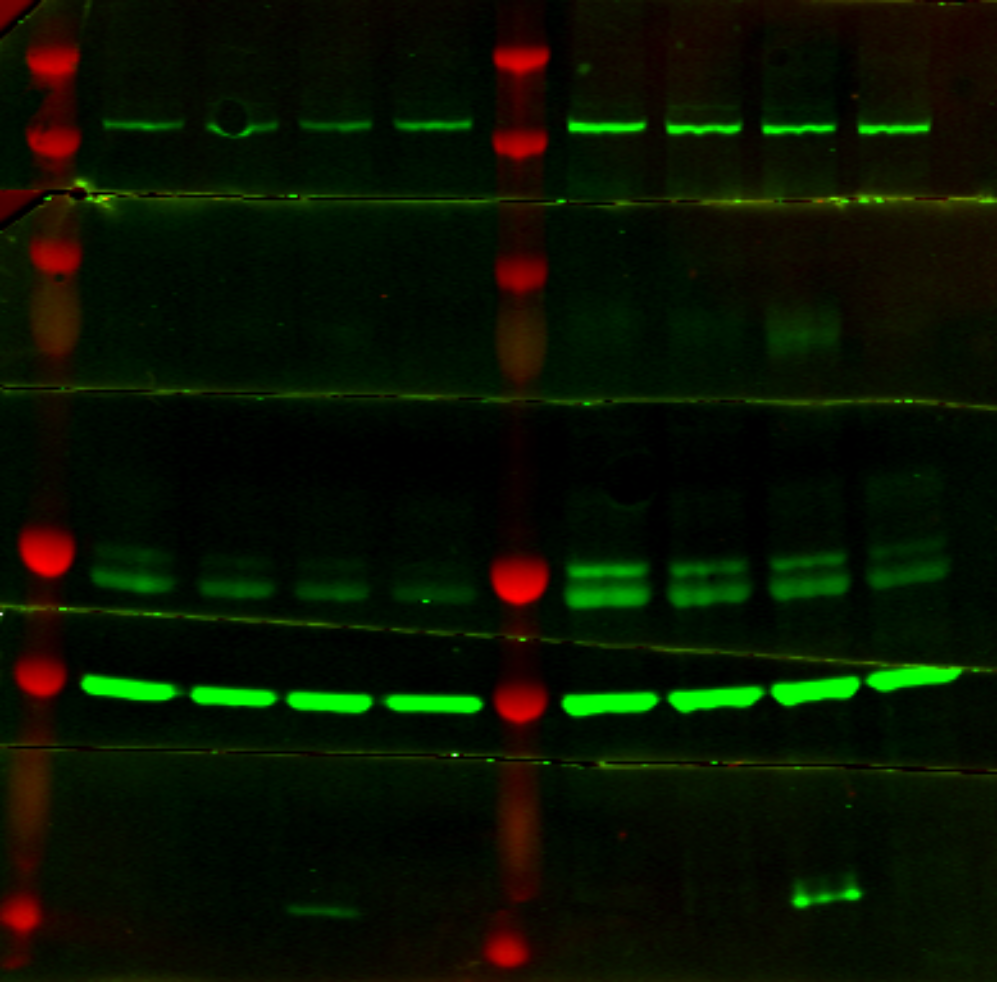
**

**TRAF6 (Rb)**

75

250

150

**kDa**

100

37

20

100

50

75

**CRYAB (Rb)**

**ICAM1 (Rb)**

**ICAM1 (Rb)**

**GAPDH (Rb)**

**CD44 (Ms)**

Rb= Green

Ms= Red

**Fig.6A**

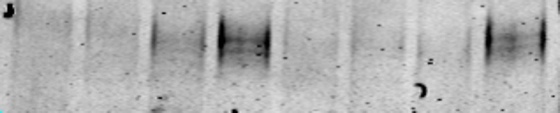
**
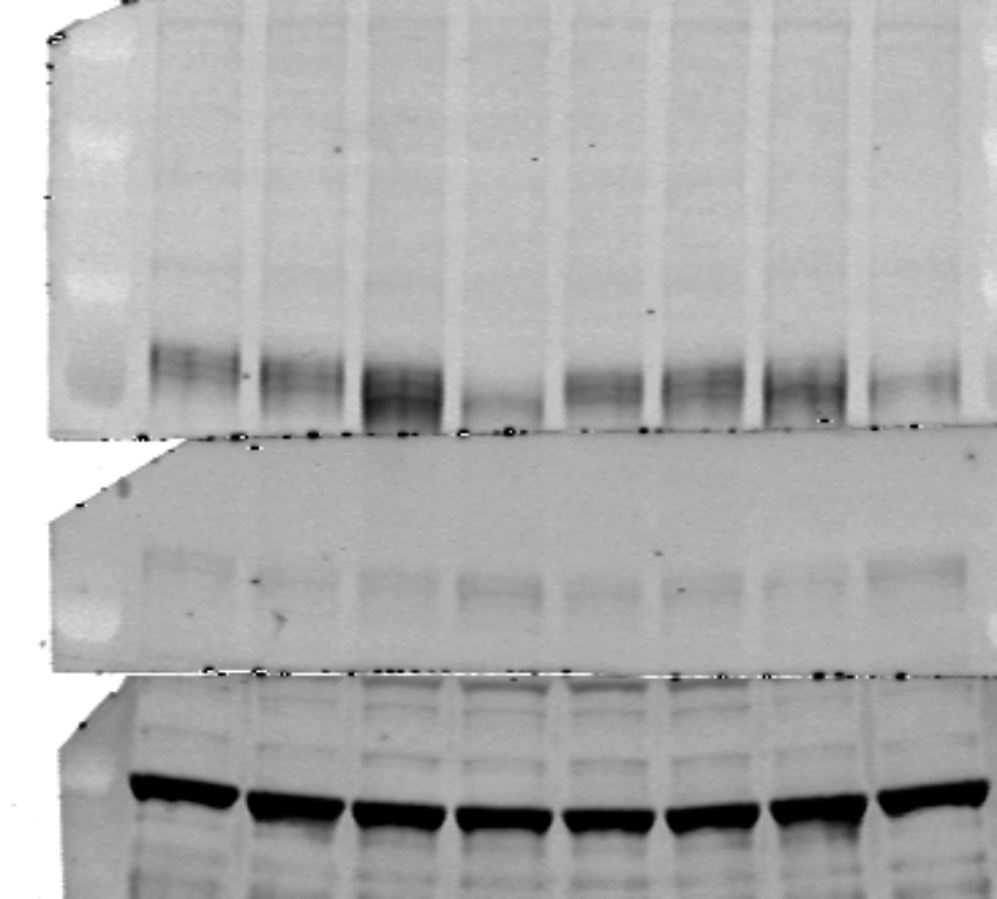
**

150

50

37

100

75

**kDa**

75

**GAPDH**

**CD44**

**ICAM1**

**TRAF6**

**GAPDH**

37

How the deposited data were processed for this re-analysis (not part of the article)

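RNA from hCMEC/D3 cells was measured on 8 Affymetrix Human Clariom S arrays, 4 of CTL cells and 4 of PATJ KD clones, with 1 array per clone. Groups and replicate numbers were taken from the sample labels and the legend of Fig. 3. The labels call the controls mock in their titles and the methods describe a scramble shRNA. Which of the 2 target sequences each clone carries is not given in the sources used here.

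The authors deposited 1 table of log2 expression values, with 1 entry per probe set and 1 column per array. The methods give normalization by the SST-RMA algorithm, probe summarization and quality control in Transcriptome Analysis Console, and the submitters' processing notes name oligo and RMA with no version. Which of these made the deposited values could not be settled from the table. The values run from 2.363 to 13.829, and the medians of the arrays from 6.96 to 6.99. No array repeats the values of another (0 identical pairs), and 0 columns were left unmapped. On every array, positive controls were separated from negative controls with an area under the curve of 0.995 to 0.996, a measure near its maximum. The number of arrays limits the precision, and arrays give no counting depth.

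Probe sets were named through the platform annotation supplied for the table. Of 27189 entries, 21448 are probe sets for transcripts, of which 17709 carry 1 symbol (17687 genes) and 3739 are unnamed here. The other 5741 were not tested: 2197 positive controls, 612 negative controls, 2555 entries with a number only, 246 reporters, 63 spike-ins, 45 further manufacturer controls and 23 background sets. The chromosome in the probe set identifier matched that of the gene table for 17695 of 17709 named probe sets.

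All tests compared 4 arrays labelled PATJ KD with 4 CTL arrays in limma 3.58.1 under R 4.3.3 (lmFit and eBayes, with the group as the only term), on the log2 values as deposited. The thresholds of the study were a fold change of at least 2 either way with a Bonferroni-adjusted p under 0.05, and single genes were called at a Benjamini-Hochberg adjusted p under 0.05 with no fold threshold. Gene lists, 22 of pathways and 7 of cell types, were written from general knowledge before the data were examined. Each gene entered by its probe set of highest mean, each list was tested with camera at a preset correlation of 0.01, and p was adjusted over the lists of its kind. No member of a list was added or removed afterwards, and members without a named probe set were counted as not measured. The genes named in the text were set by a rule fixed before the data were examined: PATJ, the genes named in the study or legible in Fig. 3D, the 10 largest increases and 10 largest decreases past the adjusted p with all arrays of the groups apart, and up to 4 members of each list with the smallest p, 144 genes in all. Genes named outside this rule are said to have been chosen by their values, complete a count of list members, or are markers from a list used to test an explanation. The lists of the study behind its GO, GSEA and WikiPathways results were not used here, so the lists stand in for the themes and not for those terms.

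Clone distance counted the probe sets at least 2-fold from the mean of the CTL arrays. Arrays were clustered by Pearson correlation with average linkage. The steps were tested on simulated data made from the real means and spreads, with each probe set drawn independently. At a change of 2 on the log2 scale 62 of 66 were called, at 1 it was 55 of 67 and at 0.5 it was 17 of 67. There were 8 false calls, and 1 shifted list and 0 unshifted lists were called. The simulated list members were uncorrelated, so this cannot show how often camera calls unshifted lists of correlated genes. For the lists called in the real arrays, the estimated correlation ran from 0.003 for the unfolded protein response to 0.344 for endothelial markers.

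Alternatives set before the data were examined were quantile normalization, centring each array on its median, leaving out probe sets below the 25th percentile of the mean, named probe sets only, a variance trend, array weights, the replicate number as a block, each array left out in turn, the methods' t-test, other p adjustments and no fold threshold, camera with an estimated correlation, fry, the mean over a gene's probe sets, and for clustering the 1000 most variable probe sets and Euclidean distance with complete linkage. Alternatives added after seeing the data were a fold change of 2 with no p threshold, on the log2 and on the linear scale, 2 counts with KD3 left out, the t-test with an unadjusted p, and clustering without KD3. The methods' t-test is the unpaired test of their general statistics section, since their array section names no test. Figures were drawn with matplotlib 3.10.9.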

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

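All tests of explanations in this part except the other splits of the arrays as a test of chance were chosen after the result was seen, including the choice of the 5 chromosomes left out for KD3.

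The PATJ probe set was not lower in the arrays labelled PATJ KD, while a reporter control was higher there, a signal in data the paper did not analyse. The human reporter probe set AF062997-1 was higher in the arrays labelled PATJ KD by 7.13 on the log2 scale and the reporter probe set L36849-1 by 1.71, and these were the 2 of 82 human reporter probe sets whose means differed at least 2-fold and whose arrays did not overlap, by a gap of 6.27 for the first, while the second read 7.26 in its lowest array labelled PATJ KD and 7.11 in its highest CTL array (adjusted p = 0.339 in limma). An exchange of some arrays between the groups is argued against by the other splits of the arrays, which gave at most 1 probe set by Benjamini-Hochberg against 121 for the labels, and a PATJ signal at background by the smallest distance of PATJ above the 95th percentile of the negative controls, 0.959 on the log2 scale. An exchange of the whole groups is argued against by the 19 genes whose protein the paper gives a direction for in KD3, in a test whose values had been seen. The KD3 array was the most extreme of the 8 that way in 9, among them S100A4, CLDN11 and CDH5, and the other way in 1. A CTL array was so in at most 3. By chance 2.38 are expected if all arrays are equally likely to be extreme, which does not hold for KD3 as an outlier. What stays open is a loss in transcripts or protein forms that the probes do not read, since the array holds 1 PATJ probe set and no second one to compare, so that this cannot be told apart from an unchanged PATJ transcript, and a knockdown specific to some species was not tested.

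KD3 stood apart from the other PATJ KD clones, with 1219 probe sets at least 2-fold from CTL against 245 to 280, and CTL2 stood apart from the other CTL arrays, with 40 against 6 to 9. Without chromosomes 4, 11, 16, 18 and 22, 930 probe sets remain in KD3, above the 280 of KD4 on all chromosomes. This argues against the dosage of the genes on these chromosomes as the whole reason. Effects of these shifts on genes elsewhere, and shifts of parts of other chromosomes, were not tested and stay open. Of the genes with a protein direction for KD3, 9 were most extreme in KD3 that way and 1 the other way (exact binomial p = 0.0215). This argues against an array fault as the whole reason, although the binomial test takes genes of 1 clone as independent. The paper also measured some of these proteins to check the array data, so their choice was not free of these arrays. An array fault as a part of the reason cannot be told apart, with a median of the positive controls of 10.78 in KD3 against 10.62 to 10.69 in the other arrays. Cells of the 7 listed types cannot be told apart either, since the highest median of their marker lists in KD3 was 0.31, for fibroblasts, with markers that go both ways, 2 of 49 at least 2-fold lower and 5 higher, such as DPT at 7.53 against 4.78, and others such as COL1A2, at 9.31 against 9.69, with a high CTL level. A deeper depletion of PATJ in KD3 stays open too. By western blot the paper reports KD3 as the only clone in which every PATJ species was depleted. Some species were depleted further in KD2, and these differed less between KD2 and KD3 than the other species did. A deeper depletion cannot be separated in 1 clone from any other property of that clone, and the PATJ probe set read 7.005 in KD3.

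Genes such as ITM2A, MGP, HOXC9 and HOXC10 were changed in all 4 clones. The other 34 of the 35 splits of the arrays into 4 and 4 gave at most 1 probe set at the thresholds of the study against the real 25, and at most 1 by Benjamini-Hochberg against the real 121, which argues against chance as the source, although 1 of 35 is the smallest share this design can give and the CTL arrays may be technical repeats. In all 4 clones, 53 probe sets lay at least 2-fold from CTL the same way, where shuffled clones gave at most 0 in 100 draws. This argues against drift that strikes probe sets of like brightness at random in each single-cell clone. Drift that recurs at the same genes cannot be told apart, since the shuffling removes it. The vector content or the culture history of the control cells cannot be told apart from the knockdown. The reporter probe set AF062997-1 read 10.56 to 11.53 in the arrays labelled PATJ KD and 3.71 to 4.29 in CTL, although the methods state that CTL cells were infected with scramble particles and went through the same procedure. An effect of lower PATJ stays open as well and was not tested, with no array of a second control line.

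Among 288 groups of 4 arrays over the 144 named genes, 22 held an array far from the other 3, where chance gives about 14.4, and in 13 of them that array was KD3. In KD3, BCL2L11 read 8.48 (7.82 to 7.92 in the other clones), CLDN11 8.60 (10.99 to 11.27), HES1 6.24 (8.36 to 8.50), IL6 9.66 (8.64 to 8.73), MMP14 8.95 (7.89 to 8.01), MMP2 6.42 (5.01 to 5.14), MMP28 6.49 (5.85 to 5.89), MYB 7.46 (6.40 to 6.51), NRP2 8.95 (5.25 to 5.72), RBMS3 9.58 (9.92 to 9.96), S100A4 9.10 (6.10 to 6.33), SLC2A1 8.36 (9.12 to 9.25) and TERT 5.48 (7.77 to 8.04). In the other clones, CCND1 read 8.39 in KD2 (7.71 to 7.73), COL1A2 9.63 in KD1 (9.31 to 9.37) and TJP1 9.09 in KD4 (8.80 to 8.82). In CTL2, CDKN1A read 8.04 (8.56 to 8.61 in the other CTL arrays), LTBP2 6.81 (6.20 to 6.27) and MMP14 8.26 (8.17 to 8.18). In CTL4, SESN2 read 6.76 (6.69 to 6.70) and SRC 6.33 (6.03 to 6.03), and in CTL1 GPAT2 read 7.41 (6.87 to 6.96). The chromosome medians of single clones far from those of the other clones were 0.33 for chromosome 4 and -0.27 for chromosome 11 in KD3, and -0.16 for chromosome 18 in KD1.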

How the results depend on the processing

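Of 31 named genes called by Benjamini-Hochberg, 13 kept their call under every alternative and 21 under every alternative apart from the methods' t-test, and 0 reversed. The groups of these called genes do not overlap, so a fit on the same values or on fewer arrays could not have reversed them. Of 113 named genes not called, 30 passed the threshold under at least 1 alternative, 24 of them without KD3. The cause was not tested for any change below, apart from the smaller number of arrays in fits that leave 1 out. Without probe sets below the 25th percentile, 102 of the 121 calls remained, where a call on a probe set left out cannot remain.

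The count at the thresholds of the study (25) was 62 with BH adjustment, 177 with an unadjusted p, 39 with array weights and 3 with the methods' t-test, and 18 to 52 when 1 array was left out. The count by Benjamini-Hochberg (121) was 287 with array weights, 38 with the methods' t-test and 65 to 387 with 1 array left out, 387 without KD3, where all 121 remained, and 65 without CTL3. Chosen after seeing the data, a fold change of 2 with no p threshold gave 261, or 298 on means on the linear scale, BH with FC 2 without KD3 gave 140, the unadjusted p with FC 2 without KD3 gave 194, and the methods' t-test with an unadjusted p and FC 2 gave 135. Clone distance of CTL3 (9) was 4 without dim probe sets, and the clustering gave 5 of 8 under both alternatives.

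The replicate numbers do not pair the samples: deviations of arrays with the same number correlated at -0.167 to 0.066, and 0 of 4 correlated best with their own number. With the replicate number as a block, 8 probe sets passed the thresholds of the study and 58 passed by Benjamini-Hochberg, and 9 of the 31 named calls were lost.

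Of 7 lists called by camera, 0 were called with an estimated correlation (BMP, endothelial, unfolded protein response and p53 0.312, actin, NF-kB and interferon 0.561) and 0 with fry (BMP and unfolded protein response 0.176, endothelial 0.178, p53 0.192, actin, NF-kB and interferon 0.38), while fry in either direction called 5 of all 22 lists, 4 of these 7 and the junctions. With array weights actin gave 0.39, NF-kB 0.132, the Basement membrane list 0.0187 and HIF targets, reversed, 0.792. The YAP/TAZ targets list passed with quantile normalization (0.0472), centred arrays (0.037) and without dim probe sets (0.0384), and basement membrane with the first (0.0472) and the second (0.0465). With 1 array left out, 4 to 9 lists were called, and the adjusted p ran from 0.00619 to 0.984 for actin, 0.0099 to 0.0674 for BMP, 0.0117 to 0.224 for basement membrane, 0.0212 to 0.984 for junctions, 0.00167 to 0.303 for interferon, 0.000428 to 0.35 for NF-kB, 0.0099 to 0.115 for the unfolded protein response, 0.0105 to 0.984 for YAP/TAZ targets (reversed without KD3), 0.423 to 0.981 for HIF targets (reversed without KD3) and 0.0814 to 0.902 for mesenchymal markers (reversed without CTL3, CTL4, KD1, KD2 or KD4). The endothelial list kept its call in every fit without 1 array, from 9.51e-20 to 2.09e-09.

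The 14 genes that changed sign were all uncalled. With array weights, CDH5 had 0.15, CLDN11 0.28, MMP14 -0.15, MMP2 -0.21, MMP3 0.014, PALS1 0.010, PATJ -0.022, S100A4 -0.056, TJP1 -0.002 and VIM -0.013. MMP3 had 0.020 and PALS1 0.005 with quantile normalization, and MMP3 0.011, MYL9 0.008 and PALS1 0.001 with centred arrays. With 1 array left out, log2 fold changes ran from -0.383 to 0.233 for CDH5, -0.350 to 0.540 for CLDN11, -0.018 to 0.109 for GSK3B, -0.229 to 0.124 for MMP14, -0.318 to 0.153 for MMP2, -0.055 to 0.060 for MMP3, -0.063 to 0.041 for MMP7, -0.101 to 0.098 for MYL9, -0.080 to 0.057 for PALS1, -0.068 to 0.048 for PATJ, -0.237 to 0.764 for S100A4, -0.057 to 0.068 for TJP1, -0.010 to 0.107 for VIM and -0.109 to 0.194 for YAP1.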

Differences from the paper's values

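At the thresholds the study states, a fold change of at least 2 and a Bonferroni-adjusted p under 0.05, the paper reports 341 genes, 137 upregulated and 204 downregulated, and the deposited values gave 25 probe sets, 3 higher and 22 lower. None of the 19 alternatives set before the data were examined came within 1.5 times of the paper's total, and they gave 3 to 177. The closest was the unadjusted p with FC 2, with 177 in total, 64 higher and 113 lower. Of 5 alternatives chosen after seeing the values, 2 came within 1.5 times of the paper's total. A fold change of 2 with no p threshold gave 261, with 106 higher and 155 lower, and drops 0 of the 34 genes measured from the labels of Fig. 3D. The unadjusted p with FC 2 also keeps all 34, so these genes do not tell the rules apart. A fold change of 2 between means on the linear scale, also chosen after seeing the values and with no p threshold, gave 298, with 197 higher and 101 lower, of which only the first lies within 1.5 times of the paper's number in that direction. The paper's own list of genes was not used here, so its overlap with these probe sets was not computed. All counts here start from the deposited values. The methods name SST-RMA and the processing notes RMA, so the paper's values may have been normalized otherwise. This was not tested and stays open as a source of the difference.

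The paper names Notch, TGF-β, PI3K/Akt, VEGFA-VEGFR2 and Hippo signaling among the pathways modulated in PATJ KD cells. Its terms were tested with GSEA and GO, and the lists written here are others. In camera the adjusted p was 0.67 for Notch, 0.124 for TGF-β, 0.304 for PI3K/Akt, 0.535 for VEGFA-VEGFR2 and 0.371 for the Hippo core, while BMP signaling, which the paper also names, gave 0.0316. At the estimated correlation the camera adjusted p was 0.312 for BMP and for TGF-β alike. The YAP/TAZ targets, at 0.0547, were called in 7 of their 18 alternatives. The paper places actin cytoskeleton organization first among the biological processes. Among the lists here actin held the most genes called by Benjamini-Hochberg, 5, and had the smallest p of fry in either direction (adjusted p = 3.38e-05). It was also the largest list, with 76 measured genes, while the junctions held 1 higher and 1 lower call among 28. LIMA1, LIMCH1 and TMOD1 among the 5 had been labelled in Fig. 3D on these arrays, and ARHGAP6 is named in the paper. The place of actin is thus not independent of the paper's result. In camera at the preset correlation the endothelial markers had the smallest p and actin an adjusted p of 0.04. At the estimated correlation 0 lists were called, with an adjusted p of 0.561 for actin and 0.312 for the endothelial markers. The unfolded protein response had the smallest unadjusted p there, 0.0222, with an adjusted p of 0.312. Of the genes read from the labels of Fig. 3D, all 34 measured passed a fold change of 2 with an unadjusted p, and 5 passed the thresholds the study states.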

Other observations

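Of 28 measured NF-kB targets and cytokine genes, 0 passed the test in limma over all probe sets, 4 were higher at an unadjusted p under 0.05, and 2, CCL2 (log2 fold change 1.02, adjusted p = 0.0655) and IL32 (1.23, adjusted p = 0.0778), were higher when adjusted over the list alone. Both had been labelled in Fig. 3D on these arrays, and both lay above all CTL arrays in all 4 clones, while IL6 in KD3 lay within the range of CTL. The list had medians of 0.04, -0.02, 0.79 and 0.02 in KD1 to KD4 and a camera adjusted p = 0.00474, which was 0.561 with an estimated correlation and 0.35 without KD3. Of 17 measured p53 targets, 0 passed and 3 were higher at an unadjusted p under 0.05, FAS, SESN2 and CDKN1A, and the list shifted upwards by a median of 0.23 (adjusted p = 0.000305, and adjusted p = 0.312 with an estimated correlation), with medians of 0.07, 0.13, 0.68 and 0.43 in KD1 to KD4. MDM2, a p53 target that restrains p53, read 7.45, 8.15, 10.46 and 9.62 in KD1 to KD4 and 7.71 ± 0.13 in CTL (SD, n = 4; adjusted p = 0.557). In the Interferon-stimulated genes list, 0 of 24 measured genes passed, with 3 higher and 1 lower at an unadjusted p under 0.05, IFIT2 among them at 0.72 (camera adjusted p = 0.0351, and adjusted p = 0.561 with an estimated correlation, and lost without KD1, KD2, KD3 or CTL2 at 0.0624, 0.303, 0.0649 and 0.0736). Large differences of the KD3 array from CTL were those of the cystatin genes CST1, 6.78, and CST4, 6.68, the coactivator gene PPARGC1A, 6.62, KYNU, 6.51, SAA1, 5.11, and CD36, 5.08, above the CTL mean on the log2 scale, while ARHGDIB, GRB14 and TOX differed by -5.54, -5.21 and -4.83. These KD3 genes were chosen after their values were seen.

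Messenger RNA of the proteins that the paper measured by western blot or in the medium can be set beside those blots, which used other samples. For tight junctions, occludin (OCLN) rose by 0.92 (standard error 0.11, adjusted p = 0.00694 from limma, lost with the methods' t-test at 0.0725) and read 8.86 to 9.18 in the clones against 7.93 to 8.35 in CTL, while the paper reports less occludin protein in KD3. Claudin-11 (CLDN11) read 8.60 in KD3, 10.99 to 11.27 in the other clones and 10.61 ± 0.33 in CTL, and the paper reports its loss in KD3. ZO-1 (TJP1) had a log2 fold change of 0.02 (standard error 0.11). Of 28 measured junction genes, 1 rose and 1, CGNL1 (-1.16), fell, while 2 were higher and 3 lower over the list alone (camera adjusted p = 0.166). VE-cadherin (CDH5) read 7.26 in KD3, 8.61 to 9.11 in the other clones and 8.65 ± 0.19 in CTL, and S100A4 read 9.10 in KD3, 6.10 to 6.33 in the others and 6.42 ± 0.24 in CTL, the directions that the paper reports for the proteins in KD3. PECAM1 read 7.65, 8.90, 8.12 and 7.71 in KD1 to KD4 and 9.15 to 9.32 in CTL, where the paper reports less protein in KD1 and KD3 and more in KD2. ARHGAP6 was lower in all 4 clones, where the paper reports its protein as downregulated in KD3 only. Vimentin (VIM) had 0.04 (standard error 0.09), with 10.27, 10.26, 10.37 and 10.02 in KD1 to KD4 and 10.12 to 10.25 in CTL, MMP2, MMP3, MMP7 and MMP14 lay between -0.02 and 0.02, and TIMP1 and TIMP3 had -0.32 and -0.33 (adjusted p of 0.253 and 0.381), where the paper reports more vimentin, MMPs and TIMPs. MMP3 and MMP7 are dim: in every array both lay below the 95th percentile of the negative controls. MMP2 lay below it in CTL1, CTL4, KD1, KD2 and KD4. A flat value at background does not decide whether these transcripts changed. MMP2 and MMP14 read 6.42 and 8.95 in KD3, against CTL means of 5.41 and 8.20. RUNX3 was lower in all 4 clones, KD2 included, in which the paper reports Notch signaling as maintained. CD44 read 10.50 in KD3 and 8.76 ± 0.13 in CTL, TRAF6 8.18 in KD3 and 7.19 ± 0.26 in CTL, CRYAB had 1.37 (standard error 0.36, adjusted p = 0.214), ICAM1 0.40 (adjusted p = 0.333, with 8.83, 8.87, 9.25 and 8.70 in KD1 to KD4 and 8.52 ± 0.11 in CTL, where the paper reports the protein as higher in KD2 and lower in KD3) and MUC1 0.50 (adjusted p = 0.374). CXCL8, the gene of IL-8, read 10.28 in KD3 and 8.21 ± 0.26 in CTL, and IL6 read 9.66 in KD3 against 8.64 to 8.73 in the other clones and 8.87 to 10.17 in CTL. The genes AKT1, GSK3B and CTNNB1 had 0.06, 0.04 and -0.26, and MYL9 -0.01 (adjusted p of 0.926, 0.947, 0.628 and 0.994). KD3 was the lowest of the 8 arrays for AKT1, at 9.58 against 9.78 to 9.92 in CTL, and for GSK3B, at 11.74 against 11.89 to 11.98, where the paper reports the pathway as off. CTNNB1 read 9.32 in KD3, above the other clones and within the CTL range of 9.08 to 9.42. MYL9 read 9.33 in KD3, within the CTL range of 8.98 to 9.58, where the paper reports a severe loss of myosin light chain protein.

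Further lists gave no camera call. Of 17 measured basement membrane genes, 0 passed over all probe sets and 4 were lower over the list alone, COL4A6, HSPG2, COL4A5 and NID1 (camera adjusted p = 0.061, and 0.0117 to 0.363 over the alternatives). Metalloproteinases and TIMPs (0 of 22, adjusted p = 0.307), polarity complexes (0 of 17, adjusted p = 0.534), the cell cycle (0 of 26, adjusted p = 0.34) and HIF targets (0 of 23, adjusted p = 0.591) held no call in limma, with 2, 1, 2 and 0 genes at an unadjusted p under 0.05. Of the 7 cell type lists, pericyte and smooth muscle markers had a median of 0.14 (camera adjusted p = 0.352), fibroblast markers 0.13, astrocyte markers 0.03, epithelial markers -0.01, leukocyte markers 0.003, lymphatic endothelial markers -0.02 and neuron markers -0.01 (each 0.968), and 0 genes of them passed over all probe sets, while ACTA2 and CD68 were higher when adjusted over the pericyte and the leukocyte list alone.

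Chromosome medians were shifted in the clones, chromosome 18 in all 4 and chromosome 22 in 3 of them, a pattern noticed in the data, with the brightness limit, the limit of 0.1 and all 4 tests chosen after it was seen, and with the limit from CTL raised after a first count. Over probe sets brighter than the median, KD3 had a median of 0.33 on chromosome 4, -0.27 on chromosome 11, 0.24 on chromosome 18, -0.15 on chromosome 16 and -0.15 on chromosome 22, KD4 had -0.17 on chromosome 10, 0.22 on chromosome 18 and -0.13 on chromosome 22, KD2 had 0.27 on chromosome 18 and -0.11 on chromosome 22, and KD1 had -0.16 on chromosome 18, while the largest shift of a chromosome in a CTL array was 0.071. A change in copy number may lie behind some of these shifts. In 10 stretches of neighbouring genes, chromosome 10 of KD4 was shifted the same way in all 10, beyond every CTL stretch. For chromosome 4 of KD3 it was 7 of 10 and for chromosome 18 of KD1 it was 7 of 10, a count that does not decide between a whole-chromosome change and another. Along chromosome 18 of KD1, stretches 4 to 10 lay at -0.36 to -0.19 and stretches 1 to 3 at -0.09 to 0.10, within the CTL limit of 0.164. Along chromosome 4 of KD3, stretches 5 to 10 lay at 0.43 to 0.75, stretch 3 at 0.32, and stretches 1, 2 and 4 at -0.05 to 0.08. A change of part of a chromosome was not tested. On chromosome 11 of KD3, 7 of 10 stretches were lower, from -0.30 to -0.58, and 2 were higher, at 0.56 and 0.80, so that no single change of the whole chromosome describes it. No DNA was measured here.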
